# The histone demethylase Kdm6b regulates the maturation and cytotoxicity of TCRαβ^+^CD8αα^+^ intestinal intraepithelial lymphocytes

**DOI:** 10.1038/s41418-021-00921-w

**Published:** 2022-01-09

**Authors:** Haohao Zhang, Yiming Hu, Dandan Liu, Zhi Liu, Ningxia Xie, Sanhong Liu, Jie Zhang, Yuhang Jiang, Cuifeng Li, Qi Wang, Xi Chen, Deji Ye, Donglin Sun, Yujia Zhai, Xinhui Yan, Yongzhong Liu, Charlie Degui Chen, Xingxu Huang, Y. Eugene Chin, Yufang Shi, Baojin Wu, Xiaoren Zhang

**Keywords:** Epigenetics, Gene regulation, Immunological disorders, T cells

## Abstract

Intestinal intraepithelial lymphocytes (IELs) are distributed along the length of the intestine and are considered the frontline of immune surveillance. The precise molecular mechanisms, especially epigenetic regulation, of their development and function are poorly understood. The trimethylation of histone 3 at lysine 27 (H3K27Me3) is a kind of histone modifications and associated with gene repression. Kdm6b is an epigenetic enzyme responsible for the demethylation of H3K27Me3 and thus promotes gene expression. Here we identified Kdm6b as an important intracellular regulator of small intestinal IELs. Mice genetically deficient for Kdm6b showed greatly reduced numbers of TCRαβ^+^CD8αα^+^ IELs. In the absence of Kdm6b, TCRαβ^+^CD8αα^+^ IELs exhibited increased apoptosis, disturbed maturation and a compromised capability to lyse target cells. Both IL-15 and Kdm6b-mediated demethylation of histone 3 at lysine 27 are responsible for the maturation of TCRαβ^+^CD8αα^+^ IELs through upregulating the expression of Gzmb and Fasl. In addition, Kdm6b also regulates the expression of the gut-homing molecule CCR9 by controlling H3K27Me3 level at its promoter. However, Kdm6b is dispensable for the reactivity of thymic precursors of TCRαβ^+^CD8αα^+^ IELs (IELPs) to IL-15 and TGF-β. In conclusion, we showed that Kdm6b plays critical roles in the maturation and cytotoxic function of small intestinal TCRαβ^+^CD8αα^+^ IELs.

## Introduction

Intestinal intraepithelial lymphocytes (IELs) are mainly composed of conventional CD4^+^ and CD8αβ^+^ T cells and unconventional CD8αα^+^ T cells [1, 2]. Conventional IELs express αβ T cell receptor (TCR), while more than half of unconventional IELs express γδ TCR. Conventional IELs originate from peripheral naïve TCRαβ^+^CD4^+^ and TCRαβ^+^CD8αβ^+^ T cells which become antigen-primed lymphocytes in gut-associated lymphoid tissues or lymph nodes [3]. TCRαβ^+^CD8αα^+^ IELs derive from triple-positive (TP) thymic thymocytes (CD4^+^CD8α^+^CD8β^+^) that seed the intestinal epithelium as CD4^−^CD8α^−^CD8β^−^ precursor cells [4, 5]. After priming by non-self-antigens, conventional IELs upregulate the expression of α4β7, which interacts with mucosal addressin cell adhesion molecule 1 expressed by intestinal high endothelial venules, and CCR9, which can be recruited by CCL25 produced by intestinal epithelial cells (IECs). During the thymic stage of development, thymic precursors of TCRαβ^+^CD8αα^+^ IELs (IELPs) already express αEβ7 (αE is also known as CD103) and α4β7 [6]. The adhesion molecule αE integrin facilitates the localization of IELs to the intestinal epithelium by interacting with E-cadherin expressed by IECs [7–9]. Intestinal antigen-presenting cell- and IEC-derived IL-15 is required for the survival and further differentiation of IELs [10–13]. Nevertheless, the mechanisms regulating the development of intestinal IELs remain to be further investigated.

By survive negative selection in the thymus, TCRαβ^+^CD8αα^+^ IELs acquire an antigen-experienced phenotype and self-recognizing TCR repertoires [14, 15]. The lack of IL-13 from TCRγδ^+^CD8αα^+^ IELs increases the susceptibility of skin to cutaneous carcinogenesis [16]. The antitumor activity against colorectal cancer of human gut-resident NKp46-expressing intraepithelial Vδ1 T cells was also reported [17]. TCRαβ^+^CD8αα^+^ IELs express *IL-10*, *TGF-β3* and *Lag3*, implying their role in immune regulation. TCRαβ^+^CD8αα^+^ IELs inhibit the onset of colitis evoked by primary splenic TCRαβ^+^CD4^+^CD45RB^hi^ T cells in an IL-10 dependent manner [18, 19]. However, the cytotoxic function of TCRαβ^+^CD8αα^+^ IELs remains poorly understood.

The trimethylation of histone 3 at lysine 27 (H3K27Me3) is associated with gene repression [20, 21]. The JmjC catalytic domain-containing Kdm6 family proteins Kdm6a and Kdm6b are demethylases responsible for the demethylation of H3K27Me/2/3 [22]. Kdm6a negatively regulates the memory formation antigen-specific CD8^+^ T cells, and Kdm6b is essential for the differentiation of virus-specific CD8^+^ T cells and the generation of effector CD8^+^ T cells [23–25]. Kdm6b maintains Th17 cell differentiation and thymocyte egress by promoting the demethylation of H3K27Me3 at the *Rorc*, *S1pr1* and *Pdlim4* gene loci [26–28]. Abrogation of Kdm6b disturbs the lineage-specific epigenetic program of invariant natural killer T cells, which share a similar intrathymic development pathway to unconventional IELs [3, 29]. Kdm6b is upregulated during the effector response of mucosal-associated invariant T cells (a kind of unconventional T cells) [30]. Notably, vitamin D, which induces the expression of Kdm6b in colon cancer cells, is required for the development of IELs [31, 32]. However, whether and how Kdm6b regulates the development and function of IELs remain elusive.

Transcriptional factors, including T-bet, Runx3, Stat3, Smad3, cMyc and HIF-1, are important in the development, differentiation and function of IELs [33–37]. Nevertheless, the regulation of different IEL subsets, especially at the epigenetic level, remains poorly understood. In this study, we demonstrated that Kdm6b plays crucial roles in the development and function of small intestinal TCRαβ^+^CD8αα^+^ IELs. Loss of Kdm6b impairs IELPs homeostasis and migration and promotes TCRαβ^+^CD8αα^+^ IELs apoptosis, therefore leading to lower numbers of intestinal TCRαβ^+^CD8αα^+^ IELs. When crossed with *Apc*^Min/+^ mice, Kdm6b deficiency in IELs aggravated mutant-induced tumorigenesis in the small intestine. Mechanistically, Kdm6b promotes the expression of the antiapoptotic gene *Bcl2* and the cytotoxic gene *Gzmb* and *Fasl* in TCRαβ^+^CD8αα^+^ IELs through removal of the repressive marker H3K27Me3 in the enhancer and promoter, respectively. Collectively, we established Kdm6b as a previously unrecognized epigenetic regulator of IEL development and function.

## Results

### Kdm6b controls the heterogeneity and TCR repertoire of small intestinal IELs

Among thymocytes (DN, DP, CD4^+^, and CD8^+^), spleen CD4^+^ and CD8^+^ T cells, thymic IELPs, and different small intestinal TCRαβ^+^ and TCRγδ^+^ IEL subsets (Fig. S1a, b), *Kdm6b* was expressed at higher levels than *Kdm6a* in different IEL subsets (Fig. 1a). Then we generated mice with T cell-specific deletion of *Kdm6b* by crossing mice harboring loxP-Flanked *Kdm6b* alleles (*Kdm6b*^F/F^) with *CD4Cre* transgenic mice expressing *Cre* recombinase starting from the late DN stage [28]. CD45^+^ small intestinal IELs were subjected to single-cell RNA-sequencing (scRNA-seq) (Fig. S1a). A total of 5880 cells from *Kdm6b*^F/F^ mice and 6488 cells from *Kdm6b*^F/F^-*CD4Cre* mice were sequenced. Cells were subjected to t-distributed stochastic neighbor embedding (t-SNE) analysis, and eight clusters in both groups were obtained (Fig. 1b). Cluster 1, 3, 5, 6 and 7 of the two groups had greatly different relative proportions, indicating that the deficiency of Kdm6b in T cells changed the heterogeneity of small intestinal IELs (Fig. 1b). All clusters were identified as T cells except cluster 8 which was defined as dendritic cells (Fig. 1c). Cluster 6 which displayed greatest reduction expressed top marker gene *Trav3–3* (Fig. 1d and 1e). By analyzing TCR expression, we revealed that the proportion of TCRαβ^+^ cells (including cluster 3, 5, and 6) was decreased and that the proportion of TCRγδ^+^ cells (including cluster 1 and 7) was increased in Kdm6b-deficient mice (Fig. 1f). The diversity of TCR repertoire was largely reduced in *Kdm6b*^F/F^-*CD4Cre* mice (Fig. 1g). Furthermore, the loss of Kdm6b resulted in very different TCR V-J gene combinations, with *Trbv13–3*-*Trbj1–1* as the most dominant V-J gene combination in Kdm6b-sufficient IELs and *Trbv5*-*Trbj1–4* as the most used V-J gene combination in kdm6b-deficient IELs (Fig. 1h). These results suggested pivotal roles of Kdm6b in the homeostasis of intestinal IELs.

**Fig. 1:**
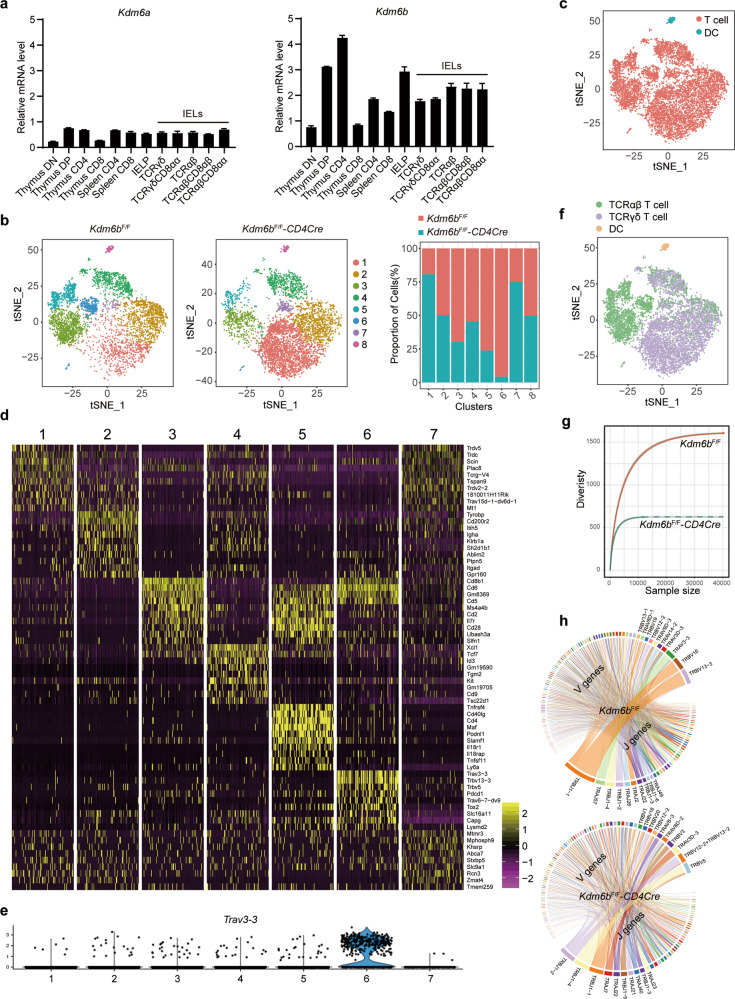
Deficiency of Kdm6b in T cells alters the heterogeneity and TCR repertoire of small intestinal IELs. **a** RT-qPCR analysis of the indicated genes using cDNA of indicated cells sorted from C57BL/6 mice. Results were depicted as n-fold difference relative to *Hprt1*. **b** t-distributed stochastic neighbor embedding (t-SNE) plots of scRNA-seq data of small intestinal CD45^+^ IELs from indicated mice showing clusters. Relative cell frequencies of each cluster are shown on the right. **c** Merged t-SNE plot of *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice showing the cell types among CD45^+^ IELs. **d** Heatmap of top marker genes of indicated clusters (from cluster 1 to 7). **e** Violin plots displaying the topmost marker gene of cluster 6. **f** Merged t-SNE plot of *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice displaying the expression of TCRαβ and TCRγδ in IELs at single-cell level. **g** Rarefaction curve showing the diversity of TCR repertoires in CD45^+^ IELs of *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice. **h** Circos plots showing the abundance of different V-J gene combinations in CD45^+^ IELs of *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice.

### Kdm6b-deficiency reduces the number of TCRαβ^+^CD8αα^+^ IELs

We further analyzed different IEL subsets by flow cytometry. The percentages and numbers of CD45^+^ small intestinal IELs were comparable between two group (Fig. S2a, b). Despite the increased frequencies of TCRγδ^+^ IELs, *Kdm6b*^F/F^-*CD4Cre* and control mice displayed similar numbers and frequencies of TCRγδ^+^CD88αα^+^ IELs (Fig. 2a, b, d, e). In contrast, the deletion of Kdm6b resulted in significantly reduced cell numbers and percentages of TCRαβ^+^ IELs, among which unconventional TCRαβ^+^CD8αα^+^ IELs displayed substantial reduction and conventional TCRαβ^+^CD8αβ^+^ IELs showed significant reduction but to a lesser extent (Fig. 2a, c, d, f, g). Interestingly, TCRαβ^+^DN (TCRαβ^+^CD8α^−^CD8β^−^) IELs, which represent the thymic precursors of TCRαβ^+^CD8αα^+^ IELs in the intestine, showed significant reduction in cell number by the absence of Kdm6b (Fig. 2h). The numbers and frequencies of TCRαβ^+^CD4^+^ IELs remain intact in Kdm6b-deficient mice (Fig. 2i). Taken together, these results indicated that the abnormal IELs heterogeneity in *Kdm6b*^F/F^-*CD4Cre* mice could be mainly attributed to reduced TCRαβ^+^ IELs and that Kdm6b played an important role in the regulation of unconventional TCRαβ^+^CD8αα^+^ IELs.

**Fig. 2:**
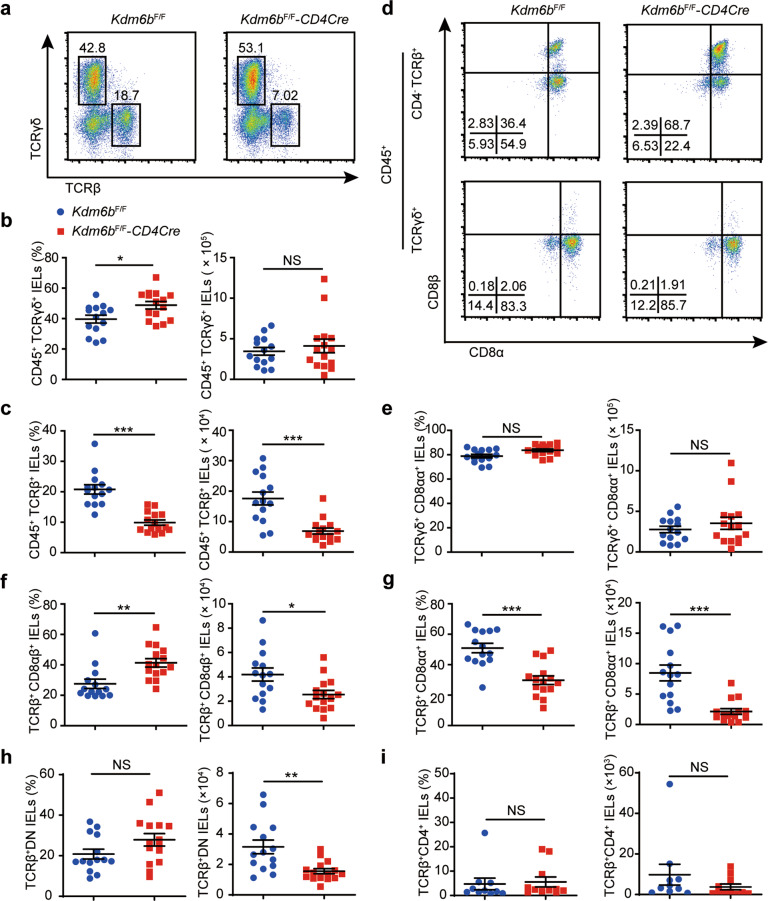
Deficiency of Kdm6b in T cells leads to the selective reduction of TCRαβ^+^ IEL subset in small intestine. **a** Flow cytometry analysis for the expression of TCRβ and TCRγδ in CD45^+^ IELs from the small intestines of indicated mice. **b, c** Percentages and absolute cell numbers of indicated subsets from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice (*n* = 14–15). **d** Small intestinal IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-CD45, TCRβ, TCRγδ, CD4, CD8α, and CD8β. The numbers in the dot plots represent the frequencies of cell in the quadrants. **e**–**i** Percentages and absolute cell numbers of indicated subsets from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice (*n* = 14–15). Data in (**b**, **c**, **e**, **f**, **g**, **h** and **i**) are pooled from at least three independent experiments. Each symbol represents an individual mouse.

### Kdm6b is essential for maintaining the homeostasis of thymic IELPs

TCRαβ^+^CD8αα^+^ IELs arise from thymic IELPs (defined as CD4^−^CD8α^−^NK1.1^−^B220^-^TCRαβ^+^CD5^+^) (Fig. S1b). Compared with control group, the number of total thymocytes was similar in Kdm6b-deficient group (Fig. S3a), while the percentages and numbers of IELPs in Kdm6b-deficient group showed great increases relative to those in control group (Fig. S3b). The frequency of Ki67-positive thymic IELPs in *Kdm6b*^F/F^-*CD4Cre* mice was much lower than that in control mice (Fig. S3c). Staining with Annexin V/7-AAD revealed no difference in the cell death of IELPs between *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice (Fig. S3d). Consistently, the frequency of cleaved caspase 3-positive IELPs showed no difference between two groups (Fig. S3e). The antiapoptotic molecule Bcl2 was found to be similar between *Kdm6b*^*F/F*^-*CD4Cre* and *Kdm6b*^F/F^ mice (Fig. S3f, g). Thymic IELPs are further divided into PD-1^+^ and PD-1^−^ subsets [38]. We evaluated whether Kdm6b affected the expression of PD-1 and found both groups displayed equivalent percentages of PD-1^+^ IELPs (Fig. S3h). Thymocytes were labeled with FITC by intrathymic injection of FITC, and reduced FITC^+^ IELPs were detected in the small intestine and spleen of Kdm6b-deficient mice (Fig. S3i, j), consistent with fewer TCRαβ^+^DN IELs by the loss of Kdm6b (Fig. 2h). Altogether, these data suggested that Kdm6b plays a role in maintaining the homeostasis of thymic IELPs.

### Kdm6b is intrinsically required for the development of TCRαβ^+^CD8αα^+^ IELs

To explore whether the defects in TCRαβ^+^CD8αα^+^ IEL homeostasis induced by Kdm6b depletion are cell-intrinsic or just a secondary effect caused by the disturbance of other T cells. We generated mixed bone marrow (BM) chimaeras, in which conditional *Kdm6b*-KO and wild-type BM cells develop and differentiate in the same environment (Fig. 3a). The results revealed that Kdm6b was intrinsically required for the development of TCRαβ^+^ IELs, as demonstrated by the greatly decreased TCRαβ^+^ IELs in *Kdm6b*-cKO cells (Fig. 3b, c). The percentages of TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*-cKO BM cells were reduced compared with those from wild-type BM cells (Fig. 3d, e). The frequencies of TCRγδ^+^CD88αα^+^ IELs from both *Kdm6b*-cKO and wild-type donors were comparably represented in chimaeras (Fig. 3d, e). The percentages of IELPs derived from *Kdm6b*-cKO BM cells were higher than those derived from wild-type BM cells, similar to the result in *Kdm6b*^F/F^-*CD4Cre* mice (Fig. 3f, g). These results demonstrated that Kdm6b plays a cell-intrinsic role in the development of TCRαβ^+^CD8αα^+^ IELs.

**Fig. 3:**
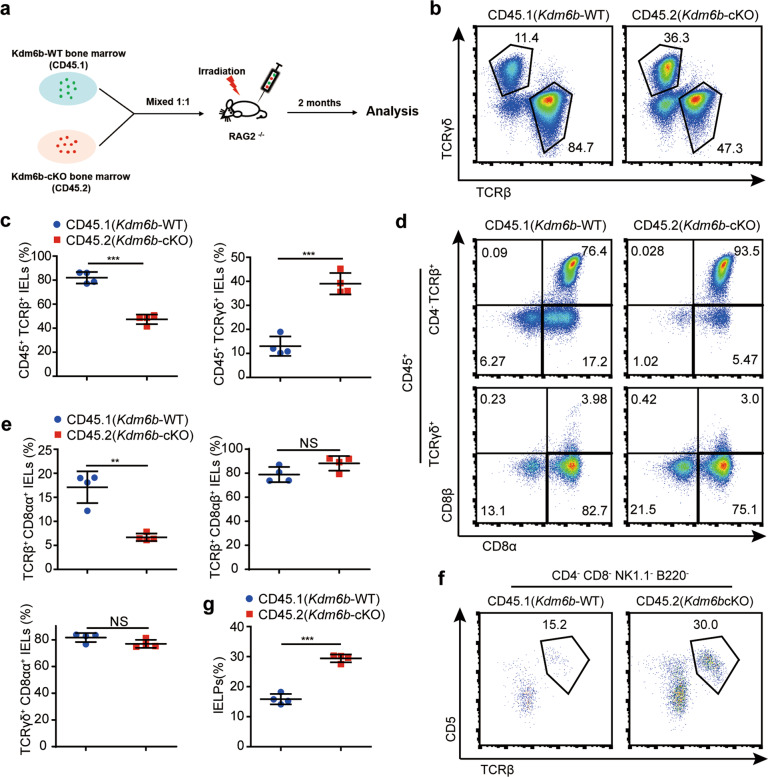
Kdm6b regulates TCRαβ^+^CD8αα^+^ IEL development in a cell-intrinsic manner. **a** 1:1 ratio of bone marrow cells (5 × 10^6^) from *Kdm6b*-cKO (CD45.2) and *Kdm6b*-WT (CD45.1) mice were transplanted into irradiated (at 600 rads) RAG2^−/−^ mice (on a CD45.1 background). Recipients were analyzed 8 weeks later. **b** Flow cytometry analysis for the expression of TCRβ and TCRγδ in CD45.1^+^ and CD45.2^+^ IELs from the small intestines of recipient mice. **c** Frequencies of TCRαβ^+^ and TCRγδ^+^ IELs from the experiment in (**b**) (*n* = 4). **d** Small intestinal IELs from recipient mice were stained with anti-CD45, TCRβ, TCRγδ, CD4, CD8α, and CD8β. The cells were evaluated by flow cytometry. **e** Percentages of indicated subsets from the experiment in (**d**) (*n* = 4). **f** IELPs in thymocytes of recipients were analyzed by flow cytometry. **g** Frequencies of CD45.1^+^ and CD45.2^+^ IELPs from the experiment in (**f**) (*n* = 4).

### Kdm6b is dispensable for IL-15- and TGF-β-induced maturation of IELPs

Treatment of thymic IELPs with IL-15 promotes the re-expression of CD8αα [12]. We surveyed the expression of IL-15 receptors, including CD215 (IL-15Rα), CD122(IL-15Rβ) and CD132 (γ_c_ chain), on TCRαβ^+^CD8αα^+^ IELs and IELPs. The results showed no difference between TCRαβ^+^CD8αα^+^ IELs of both groups (Fig. S4a, b). Their expression levels on thymic IELPs were also comparably represented (Fig. S4c, d). The IL-15 treatment of thymic IELPs from both *Kdm6b*^F/F^-*CD4Cre* and control mice exhibited equivalently enhanced levels of CD8αα re-expression (Fig. S4e). TGF-β controls the development of TCRαβ^+^CD8αα^+^ IELs by inducing the expression of CD8α in IELPs [35]. Both TCRαβ^+^CD8αα^+^ IELs and thymic IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice shared comparable expression levels of *Tgfbr1* and *Tgfbr2* (Fig. S4f). Furthermore, thymic IELPs were treated with TGF-β, and their expression of *CD8a* was similar between the two groups (Fig. S4g). Thus, Kdm6b ablation does not affect the responsiveness of thymic IELPs to IL-15 and TGF-β treatment.

### Kdm6b regulates the gut homing of TCRαβ^+^CD8αα^+^ IELs

S1pr1 promotes thymocyte egress and is regulated by Kdm6b [27]. Consistently, we noted increased CD4^+^ T cells in the thymus and reduced CD4^+^ T cells in the peripheral lymph nodes and spleen of *Kdm6b*^F/F^-*CD4Cre* mice (Fig. S5a). Slightly reduced percentage and cell number of TCRαβ^+^ but not TCRγδ^+^ T cells in the spleen of *Kdm6b*^F/F^-*CD4Cre* mice was found (Fig. S5b, c, d). IELPs were tested for the expression level of S1pr1 and the results indicated Kdm6b was not required for its expression (Fig. 4a, b). α4β7, CCR9 and CD103 are critical gut homing receptors of IELs [6]. Although the α4β7^+^ IELPs in *Kdm6b*^F/F^-*CD4Cre* mice were not decreased (Fig. 4f), Kdm6b deficiency led to reduced frequencies of CD103^+^ IELPs and reduced MFI of CD103 in CD103^+^ IELPs (Fig. 4c, d). But the mRNA level of *CD103* remained unchanged in total IELPs of Kdm6b-deficient mice (Fig. 4e), in that Kdm6b might not regulate the mRNA level of *CD103* or the reduced *CD103* mRNA in very few CD103^+^ IELPs didn’t result in detectable alteration in total IELPs. The expression of α4β7 in TCRαβ^+^CD8αα^+^ IELs was not changed in the absence of Kdm6b (Fig. 4g). Almost all of TCRαβ^+^CD8αα^+^ IELs were CD103 positive, but their expression levels remained intact in *Kdm6b*^F/F^-*CD4Cre* mice (Fig. 4h, i). TCRαβ^+^CD8αα^+^ IELs of *Kdm6b*^F/F^-*CD4Cre* mice displayed lower CCR9 expression than *Kdm6b*^F/F^ mice (Fig. 4j, k). Chromatin immunoprecipitation-qPCR (ChIP-qPCR) experiments using TCRαβ^+^CD8αα^+^ IELs exhibited higher levels of H3K27Me3 at the promoter of *Ccr9* (Fig. 4l). The expression level of CD8α is similar between two groups (Fig. 4m, n). Consistently, H3K27Me3 binding at the promoter of *CD8a*, and the *E8I* enhancer, that controls the expression of *CD8a* in intestinal IELs [39, 40], showed no difference in TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^ and *Kdm6b*^F/F^-*CD4Cre* mice (Fig. 4o). Collectively, Kdm6b was required for IELPs to home to the intestinal epithelium in a CCR9- and CD103-dependent and α4β7-independent manner.

**Fig. 4:**
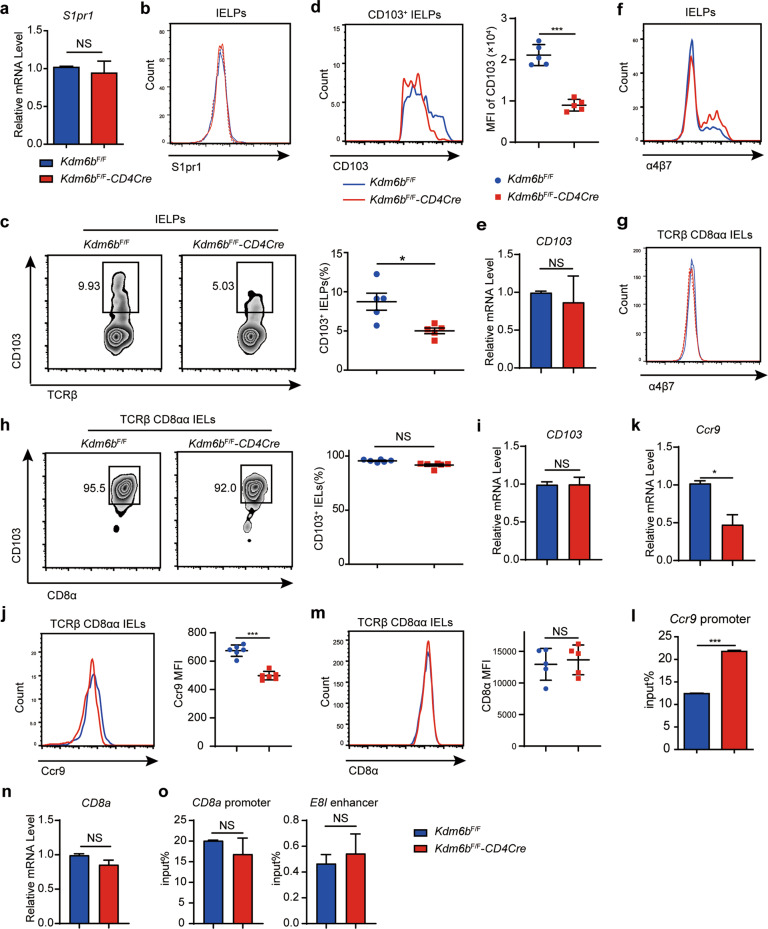
Kdm6b regulates the expression of molecules related to gut homing. **a** RT-qPCR analysis for the expression of *S1pr1* in the IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice. **b** Flow cytometry analysis for the expression of S1pr1 in the IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice (*n* = 5). **c** IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-CD103 and evaluated by flow cytometry. Statistical results are shown on the right (*n* = 5). **d** Geometric mean fluorescence intensity (MFI) of CD103 in CD103^+^ IELPs from indicated mice (*n* = 5). **e** RT-qPCR analysis for the expression of *CD103* in total IELPs of indicated mice. **f**, **g** IELPs and TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-α4β7 and evaluated by flow cytometry. Representative result from three independent experiments were shown (*n* = 5). **h** TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-CD103 and evaluated by flow cytometry. Statistical results are shown on the right (*n* = 6). **i** RT-qPCR analysis for the expression of *CD103* in TCRαβ^+^CD8αα^+^ IELs of indicated mice. **j** TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-Ccr9 and evaluated by flow cytometry (*n* = 6). **k** RT-qPCR analysis for the expression of *Ccr9* in TCRαβ^+^CD8αα^+^ IELs of indicated mice. **l** ChIP-qPCR analysis of H3K27Me3 binding at the promoter of *Ccr9* in TCRαβ^+^CD8αα^+^ IELs from indicated mice. **m** Expression levels of CD8α were evaluated by flow cytometry (*n* = 5). **n** RT-qPCR analysis for the expression of *CD8a* in TCRαβ^+^CD8αα^+^ IELs of indicated mice. **o** ChIP-qPCR analysis of H3K27Me3 binding at the promoter and *E8I* enhancer of *CD8a* in TCRαβ^+^CD8αα^+^ IELs from indicated mice.

### Kdm6b controls the expression of TCRαβ^+^CD8αα^+^ IEL-specific genes

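TCRαβ+CD8αα+ IELs are T cells of the gut epithelium that carry an αβ T cell receptor and the CD8αα homodimer. For RNA-seq the authors sorted CD45+CD4-TCRβ+CD8α+CD8β- cells and pooled RNA from 3 mice of a genotype for each library. The analysis here used 4 libraries, 2 labelled *Kdm6b* F/F and 2 labelled *Kdm6b* F/F-*CD4Cre*, with the replicate numbers 1 and 3 in each group. The authors aligned the reads to mm10 and quantified genes with RSEM, and the deposited values are FPKM (fragments scaled to transcript length and to the mapped fragments of the library) with 2 decimals for 19339 genes. No read counts were used here, so depth was taken relative to 1 library. It came from the smallest steps between low FPKM values multiplied by transcript length less a fixed offset. On that scale, with *Kdm6b* F/F replicate 1 at 1, the depth was 0.974 for *Kdm6b* F/F replicate 3, 0.98 for *Kdm6b* F/F-*CD4Cre* replicate 1 and 0.811 for *Kdm6b* F/F-*CD4Cre* replicate 3. Genes listed at 0 numbered 4531 and 2773 in *Kdm6b* F/F replicates 1 and 3, and 3119 and 1625 in *Kdm6b* F/F-*CD4Cre* replicates 1 and 3. *Kdm6b*, the deleted gene (Entrez 216850, chromosome 11 of GRCm38, 69398508 to 69420367), had 16.5 and 16.0 FPKM in *Kdm6b* F/F replicates 1 and 3. It had 18.2 and 11.1 FPKM in the libraries labelled *Kdm6b* F/F-*CD4Cre* replicates 1 and 3, a log2 fold change of −0.18 (standard error 0.29, adjusted p = 0.886 from limma, and adjusted p = 0.704 with the replicate number as a block). Because *Kdm6b* was not lower in the library labelled *Kdm6b* F/F-*CD4Cre* replicate 1 than in the controls, the libraries are named by their label throughout. The alternative that moved this log2 fold change most among those that kept all 4 libraries, scaling to *Cd3* genes and *Ptprc*, was chosen after the values were seen and gave 0.19, below the median of all genes under that scaling. Same-numbered libraries deviated together from their group means, with a correlation across genes of 0.56, although genes are not independent replicates. With 2 libraries per group, pairing them the other way only changes its sign, so it does not show that equal numbers mark pools prepared together. A mean over 22 marker genes of intestinal epithelial cells, relative to *Kdm6b* F/F replicate 1, was 2.76 times as high in *Kdm6b* F/F replicate 3. It was 2.37 and 6.49 times as high in the libraries labelled *Kdm6b* F/F-*CD4Cre* replicates 1 and 3. Fold changes were differences of group means of log2(FPKM + 1) over the 12009 genes with at least 1 FPKM in at least 2 libraries, tested with limma and Benjamini-Hochberg adjustment.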

Intestinal TCRαβ^+^CD8αα^+^ IELs were subjected to RNA sequencing. 

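Among the genes tested, 797 had a log2 fold change above 1 or below −1 between the libraries labelled *Kdm6b* F/F-*CD4Cre* and *Kdm6b* F/F. Of these, 744 were higher and 53 lower in the libraries labelled *Kdm6b* F/F-*CD4Cre*. No gene was called by limma at an adjusted p under 0.05 (0 genes), the smallest adjusted p being 0.193, while 642 genes had an unadjusted p under 0.05. With the replicate number as a block in the same model, 1019 genes had an adjusted p under 0.05, 886 higher and 133 lower, and 2736 had an unadjusted p under 0.05. That model leaves 1 residual degree of freedom per gene in 4 libraries, so its p-values rest largely on variance estimated across genes. In 2208 genes both libraries labelled *Kdm6b* F/F-*CD4Cre* lay above both *Kdm6b* F/F libraries, and in 2230 both lay below, together 37% of the genes where chance gives 33.3%. With 2 libraries against 2, an exact permutation test of a single gene can give no two-sided p below 0.333. Among the alternatives that kept all 4 libraries and were set in advance, a pseudocount of 0.01 moved the count of changed genes most, to 1451. Leaving out *Kdm6b* F/F-*CD4Cre* replicate 1 gave 1577 genes, with no replicate check on that side. Epithelial RNA differed between these libraries. The markers were 2.38 times as high in *Kdm6b* F/F-*CD4Cre* replicate 1 as in *Kdm6b* F/F replicate 1, and 2.35 times as high in *Kdm6b* F/F-*CD4Cre* replicate 3 as in *Kdm6b* F/F replicate 3. They were 0.86 times as high in *Kdm6b* F/F-*CD4Cre* replicate 1 as in *Kdm6b* F/F replicate 3, where 413 genes differed by a log2 value above 1 and 146 by a value below −1.

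**Figure D1:**
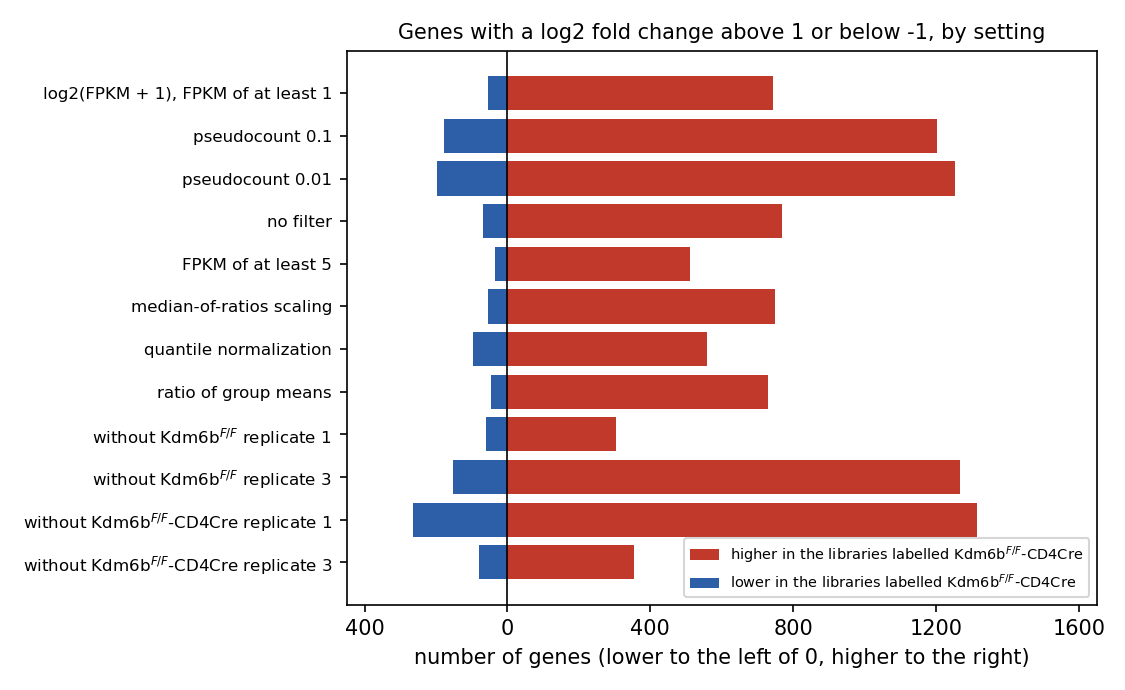
Number of genes with a log2 fold change above 1 (red, to the right) or below −1 (blue, to the left) between the libraries labelled *Kdm6b* F/F-*CD4Cre* and *Kdm6b* F/F, for each setting on the vertical axis. The numbers of higher genes range from 305 without *Kdm6b* F/F replicate 1 to 1314 without *Kdm6b* F/F-*CD4Cre* replicate 1, and the numbers of lower genes from 34 at an FPKM of at least 5 to 263 without *Kdm6b* F/F-*CD4Cre* replicate 1.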

A total of 2391 genes were differentially expressed, with a log2 fold change > 1, by Kdm6b deficiency, among which 358 genes were downregulated and 2033 genes were upregulated (Fig. 5a). The differentially regulated genes were subjected to gene set enrichment analysis (GSEA) using the Molecular Signature Database gene sets and TCRαβ^+^CD8αα^+^ IEL-specific signature genes [18]. The results revealed enrichment in genes related to cell apoptosis, DNA replication and NK cell-mediated cytotoxicity (Fig. 5b). In addition, TCRαβ^+^CD8αα^+^ IEL-specific signature genes were also enriched (Fig. 5b). 

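The Molecular Signature Database sets were not used here, and other lists stood in for them, mouse Reactome sets for DNA replication and apoptosis and a list written by hand for NK cell-mediated cytotoxicity. Each list was tested with limma's camera test, with an inter-gene correlation of 0.01, against a mean log2 fold change of 0.09 over all genes tested, and p was adjusted over the 5 lists tested. The DNA replication list had 97 tested genes with a mean log2 fold change of −0.06 between the libraries labelled *Kdm6b* F/F-*CD4Cre* and *Kdm6b* F/F (adjusted p = 0.0356, and adjusted p = 0.0212 with the replicate number as a block). Of these genes 63 had a negative value, and 17 were lower in both libraries labelled *Kdm6b* F/F-*CD4Cre* than in both *Kdm6b* F/F libraries, where chance gives 16.7%. The library means of log2(FPKM + 1) over this list were 6.03 and 6.25 in *Kdm6b* F/F replicates 1 and 3, and 6.07 and 6.08 in the libraries labelled *Kdm6b* F/F-*CD4Cre*, so the difference was smaller than that between the *Kdm6b* F/F libraries. The NK cell-mediated cytotoxicity list had 61 tested genes with a mean of −0.42 (adjusted p = 6.28e-09, with block adjusted p = 1.10e-10). In this list 50 genes had a negative value, and 23 were lower in both libraries labelled *Kdm6b* F/F-*CD4Cre*. Its library means were 5.52 and 5.26 in the *Kdm6b* F/F libraries and 5.30 and 4.63 in the libraries labelled *Kdm6b* F/F-*CD4Cre*. Without the *Klr* genes the mean was −0.25. With the Reactome set of immunoregulatory interactions in place of this list the mean was −0.0068 (adjusted p = 0.058, which is not a call, and with block adjusted p = 0.0205, which is). The apoptosis list had 131 tested genes with a mean of 0.04 (adjusted p = 0.667, with block adjusted p = 0.482). Here 28 genes were lower and 24 higher in both libraries labelled *Kdm6b* F/F-*CD4Cre*. In a pre-ranked test with 10000 permutations of genes, the normalized enrichment scores were −1.42 for DNA replication (permutation p = 0.017), −2.71 for NK cell-mediated cytotoxicity (permutation p = 3.48e-04) and −0.71 for apoptosis (permutation p = 0.992). Gene permutation treats genes as independent. Among the alternatives set in advance, an inter-gene correlation estimated from the libraries moved these tests most, with adjusted p = 0.757 for DNA replication and adjusted p = 0.749 for NK cell-mediated cytotoxicity. Scaling the libraries to *Cd3* genes and *Ptprc*, chosen after the values were seen, took the mean of the DNA replication list to 0.32 (adjusted p = 0.798), below the mean of 0.43 over all genes under that scaling. An epithelial score as a covariate, also chosen after the values were seen, took it to −0.16 (adjusted p = 1.95e-05), and a shorter list of replication fork genes set in advance gave −0.15 (adjusted p = 0.00235). The same covariate took the mean of the NK cell-mediated cytotoxicity list to −0.027, without a call by camera (adjusted p = 0.522).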

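The published signature was not used here. In its place stood the 8 IEL genes that the paper itself names among the genes lower in these libraries (*Klra5*, *Klra6*, *Klra7*, *Klrc1*, *Klrd1*, *Klre1*, *Klri1* and *Cd160*), so a test of this list shows no stability. Their mean log2 fold change between the libraries labelled *Kdm6b* F/F-*CD4Cre* and *Kdm6b* F/F was −1.38, and all 8 were lower in both libraries labelled *Kdm6b* F/F-*CD4Cre* than in both *Kdm6b* F/F libraries. The library means of log2(FPKM + 1) were 5.12 and 5.24 in *Kdm6b* F/F replicates 1 and 3, and 4.14 and 3.46 in the libraries labelled *Kdm6b* F/F-*CD4Cre*. The adjusted p was 8.93e-12 from limma's camera test and 1.38e-10 with the replicate number as a block. With the inter-gene correlation estimated from the libraries it was 0.377. In the pre-ranked gene test the normalized enrichment score was −2.40.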

We mainly focused on the downregulated genes in *Kdm6b*^F/F^-*CD4Cre* mice (Fig. 5c). 

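The values compare the libraries labelled *Kdm6b* F/F-*CD4Cre* with those labelled *Kdm6b* F/F, and each of 10 genes was lower in both libraries labelled *Kdm6b* F/F-*CD4Cre* than in both *Kdm6b* F/F libraries. *Ccr9* (Entrez 12769, chromosome 9 of GRCm38, 123767211 to 123783457) had 63.3 ± 0.035 FPKM (SD, n = 2) in the *Kdm6b* F/F libraries and 30.6 ± 10.9 FPKM (SD, n = 2) in those labelled *Kdm6b* F/F-*CD4Cre*. Its log2 fold change was −1.07 (standard error 0.27, adjusted p = 0.755 from limma, with block adjusted p = 0.00706). *Bcl2* (chromosome 1, 106538176 to 106714290) had 114 and 91.7 FPKM in *Kdm6b* F/F replicates 1 and 3 and 78.2 and 56.6 FPKM in the libraries labelled *Kdm6b* F/F-*CD4Cre*. Its log2 fold change was −0.61 (standard error 0.23, with block adjusted p = 0.0255). *Klra5* (Entrez 16636, chromosome 6, 129898988 to 129913237) had 339 and 273 FPKM in the *Kdm6b* F/F libraries and 136 and 118 FPKM in those labelled *Kdm6b* F/F-*CD4Cre*, a log2 fold change of −1.26 (standard error 0.20, with block adjusted p = 5.80e-04). *Klrd1* (Entrez 16643, chromosome 6, 129588092 to 129598775) had 136 and 118 FPKM in the *Kdm6b* F/F libraries and 59.6 and 58.7 FPKM in those labelled *Kdm6b* F/F-*CD4Cre*, a log2 fold change of −1.08 (standard error 0.17, with block adjusted p = 0.0017). The log2 fold changes of *Klra6*, *Klra7* and *Klre1* were −2.05, −1.96 and −1.92, with block adjusted p = 0.00335, 0.00223 and 0.00392 from limma. *Cd160* had a log2 fold change of −0.56 (with block adjusted p = 0.0336). *Klrc1* and *Klri1* had −1.10 and −1.14, and were not called with the block (adjusted p = 0.105 and 0.0589). Without the block, limma's adjusted p was 0.755 for each of these genes. The *Klra* genes are close paralogs, and the authors' counting could split reads among them, so each value is uncertain. FPKM summed over the *Klra* genes was 430 and 374 in the *Kdm6b* F/F libraries and 179 and 134 in those labelled *Kdm6b* F/F-*CD4Cre*. Over 17 alternative settings the 7 named *Klr* genes stayed between −2.70 and −0.39.

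**Figure D2:**
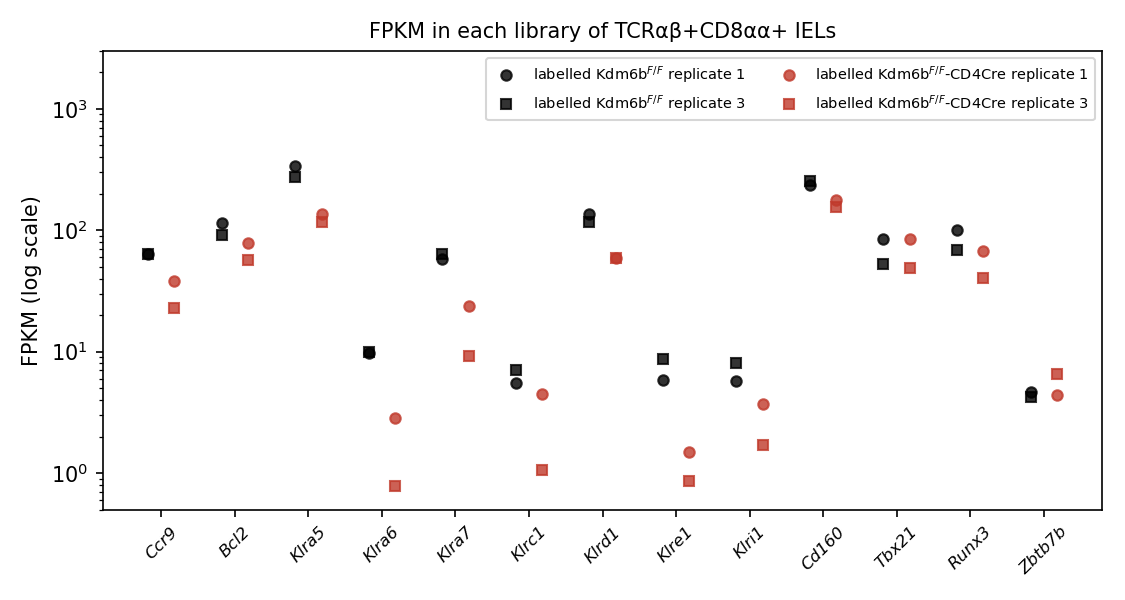
FPKM on a log scale of genes named with Fig. 5c, with a point for each library (black, labelled *Kdm6b* F/F, red, labelled *Kdm6b* F/F-*CD4Cre*, circles for replicate 1 and squares for replicate 3). From *Ccr9* to *Cd160* both red points lie below both black points, while those of *Tbx21* and *Zbtb7b* overlap the black points.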

RT-qPCR verified some of the differentially expressed genes, including *Ccr9*, the antiapoptotic gene *Bcl-2*, and TCRαβ^+^CD8αα^+^ IEL-specific genes (*Klra5*, *Klra6*, *Klra7*, *Klrd1*, *Klre1*, and *Klri1*) (Figs. 4k and 5d). Transcriptional factors, including Tbx21 (also known as T-bet), Runx3 and Thpok, are involved in the regulation of intestinal IELs [33, 35]. In conventional CD8^+^ T cells, the expression of Tbx21, which directs the CD8^+^ lineage-specific transcriptional program, is controlled by H3K27Me3 [24, 41]. However, the expression of these transcriptional factors showed no alteration between two groups (Fig. 5c, d). 

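In the RNA-seq libraries *Tbx21* (Entrez 57765, chromosome 11 of GRCm38, 97098007 to 97115331) had 84.1 and 53.0 FPKM in *Kdm6b* F/F replicates 1 and 3, and 84.2 and 49.0 FPKM in the libraries labelled *Kdm6b* F/F-*CD4Cre* replicates 1 and 3. Its log2 fold change was −0.06 (adjusted p = 0.974 from limma, with block adjusted p = 0.875), and its value followed the replicate number. *Zbtb7b*, which encodes Thpok (chromosome 3, 89377644 to 89393673), had 4.65 and 4.20 FPKM in the *Kdm6b* F/F libraries and 4.38 and 6.52 FPKM in those labelled *Kdm6b* F/F-*CD4Cre*, a log2 fold change of 0.23 (adjusted p = 0.861, with block adjusted p = 0.69). *Runx3* (chromosome 4, 135120645 to 135177990) had 101 and 69.1 FPKM in the *Kdm6b* F/F libraries and 67.6 and 40.3 FPKM in those labelled *Kdm6b* F/F-*CD4Cre*. Its log2 fold change was −0.67 (standard error 0.32), without a call by limma (adjusted p = 0.755) and with a call when the replicate number was a block (adjusted p = 0.0201). Between *Kdm6b* F/F-*CD4Cre* replicate 1 and *Kdm6b* F/F replicate 3, which had similar epithelial marker levels, its log2 difference was −0.03. Scaling the libraries to *Cd3* genes and *Ptprc*, chosen after the values were seen, gave *Tbx21* a log2 fold change of 0.33, not above the median of all genes under that scaling.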

Although identified by RNA-sequencing, some genes related to antiapoptotic signal (*Xiap*, *Mcl1*, and *Bclxl*) and DNA replication (*Mcm2*, *Mcm3*, *Mcm5*, *Rfc3*, *Lig1*, and *Pcna*) displayed no difference between *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice (Fig. S6a, b). 

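In the libraries labelled *Kdm6b* F/F-*CD4Cre*, *Xiap* had 4.68 and 4.37 FPKM, against 6.83 and 5.55 FPKM in those labelled *Kdm6b* F/F, a log2 fold change of −0.37. *Mcl1* had 45.0 and 26.1 FPKM against 45.6 and 32.3 FPKM, and *Bcl2l1*, which encodes Bcl-xL, had 48.6 and 44.9 FPKM against 60.1 and 44.6 FPKM. For both of these the groups overlapped, with log2 fold changes of −0.16 and −0.15. The 6 genes of DNA replication were lower in both libraries labelled *Kdm6b* F/F-*CD4Cre* than in both *Kdm6b* F/F libraries. *Mcm2* had 58.0 and 67.2 FPKM against 73.6 and 91.0 FPKM, a log2 fold change of −0.39. For *Mcm3*, *Mcm5*, *Rfc3* and *Lig1* the log2 fold changes were −0.37, −0.37, −0.26 and −0.23. *Pcna* had 205 and 199 FPKM against 209 and 242 FPKM, a log2 fold change of −0.16. With the adjustment over all genes tested, none of these 9 genes passed an adjusted p of 0.05 in limma, with or without the replicate number as a block. The lowest value with the block was that of *Mcm2* (adjusted p = 0.141). With the adjustment over the genes the paper names alone, *Mcm2*, *Mcm3* and *Mcm5* passed with the block (adjusted p = 0.048 for each) and not without it. Scaling to *Cd3* genes and *Ptprc* raised the median of all genes to 0.36, and there all of these genes except *Xiap* had positive log2 fold changes that stayed below that median, from 0.0027 for *Mcm2* to 0.24 for *Bcl2l1*. With an epithelial score as a covariate *Mcm2*, *Mcm3* and *Mcm5* had −0.60, −0.66 and −0.61, while *Mcl1* and *Bcl2l1* had positive values. Both settings were chosen after the values were seen.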

The heatmap of H3K27Me3 CUT&Tag-seq with TCRαβ^+^CD8αα^+^ IELs revealed the enrichment of H3K27Me3 binding at the transcription start sites (TSS) at genomic level (Fig. 5e). ChIP-qPCR further exhibited higher levels of H3K27Me3 at the promoters of *Ccr9*, *Klrd1* and *Klre1* in *Kdm6b*^F/F^-*CD4Cre* mice than those in *Kdm6b*^F/F^ mice (Figs. 4l and 5f). These results implied Kdm6b participates in the regulation of apoptosis, cytotoxicity and the developmental program of TCRαβ^+^CD8αα^+^ IELs.

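The RNA-seq part of these results covers 43 genes that the paper names and that were tested here, and directions refer to the libraries labelled *Kdm6b* F/F-*CD4Cre*, in which *Kdm6b* itself was not called lower. Of the 43 genes, 12 had an unadjusted p under 0.05 in limma. With the adjustment over all genes tested 0 of them had an adjusted p under 0.05, and with the adjustment over this list alone 5 did. These were *Klrd1* and *Klra5* (adjusted p = 0.022 for each), *Klre1* (adjusted p = 0.03), and *Klra6* and *Klra7* (adjusted p = 0.0409 for each). Many of the genes on the list are the paper's own calls on these data, so the count over the list shows no stability. With the replicate number as a block, 22 genes passed over the list alone and 12 over all genes tested. From the enriched gene sets, the lower genes and the H3K27Me3 levels at the promoters of *Ccr9*, *Klrd1* and *Klre1*, the paper proposes that Kdm6b takes part in regulating apoptosis, cytotoxicity and the development of these cells. The CUT&Tag-seq and ChIP-qPCR data were not analysed here.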

**Fig. 5:**
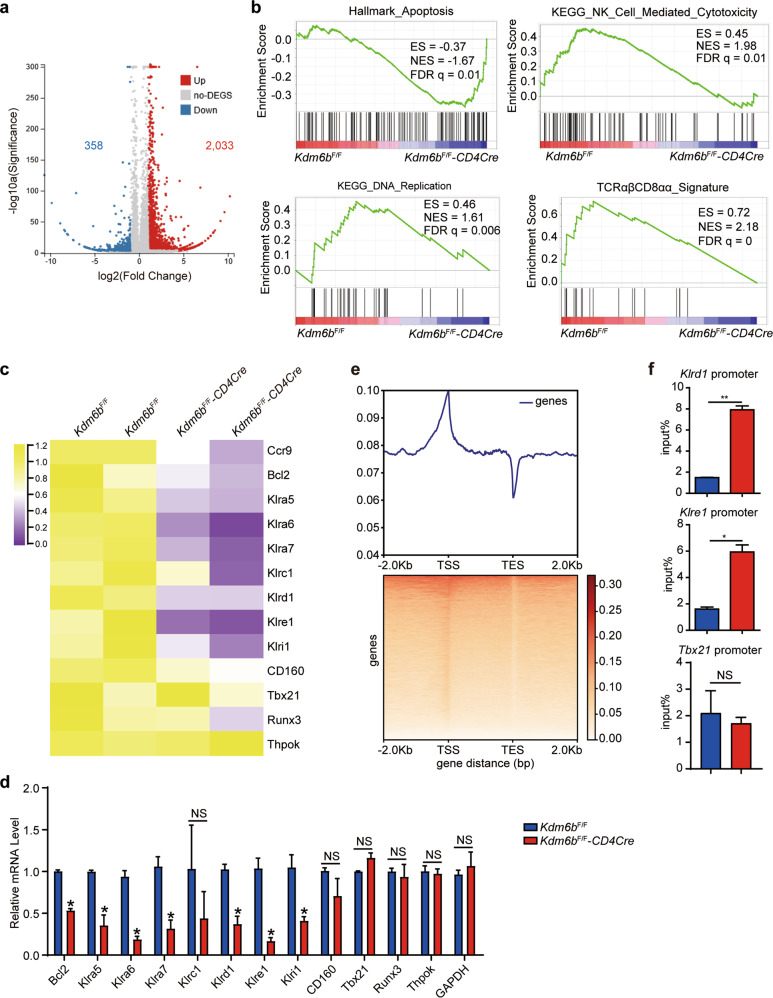
Loss of Kdm6b downregulates the expression of effector genes of TCRαβ^+^CD8αα^+^ IEL. **a** Scatter plots showing the differentially expressed genes identified by RNA-seq of TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice. Red and blue dots represent up- and downregulated genes in *Kdm6b*^F/F^-*CD4Cre* mice, respectively. **b** GSEA plots comparing TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice using indicated gene sets. Results are presented as enrichment score (ES), normalized enrichment score (NES) and false-discovery rate (FDR). **c** Heatmap showing the expression of selected genes in TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice. **d** RT-qPCR analysis of selected genes as in (**c**). **e** Heatmap of the distribution of H3K27Me3 decoration sites around transcription start site (TSS) and transcription end site (TES) of total genes detected through CUT&Tag-seq of TCRαβ^+^CD8αα^+^ IELs from wild-type C57BL/6 mice with anti-H3K27Me3. **f** ChIP-qPCR analysis of H3K27Me3 binding at the promoter of indicated genes in TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice.

### Kdm6b protects TCRαβ^+^CD8αα^+^ IELs from apoptosis

BrdU incorporation assays exhibited no difference between *Kdm6b*^F/F^-*CD4Cre* and control mice (Fig. 6a), consistent with our failure to verify the downregulated genes involved in DNA replication in *Kdm6b*^F/F^-*CD4Cre* mice (Fig. S6b). Dead cells were greatly increased in *Kdm6b*^F/F^-*CD4Cre* mice compared to control mice (Fig. 6b). Consistently, compared with those from *Kdm6b*^F/F^ mice, cleaved caspase 3 positive TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* mice was apparently increased (Fig. 6c). Anti-Bcl2 antibody staining displayed lower Bcl2 intensity in the absence of Kdm6b (Fig. 6d). The expression of *Bcl2* was affected by an oestrogen response element existing in its second exon, which is decorated by H3K27Me3 in breast cancer cells [42]. ChIP-qPCR experiments using TCRαβ^+^CD8αα^+^ IELs revealed a higher level of H3K27Me3 at the oestrogen response element in *Kdm6b*^F/F^-*CD4Cre* mice than in *Kdm6b*^F/F^ mice, while their levels at *Bcl2* promoter remained the same (Fig. 6e). Taken together, above results suggested Kdm6b maintains the pool of TCRαβ^+^CD8αα^+^ IELs partly by promoting the expression of survival gene Bcl2.

**Fig. 6:**
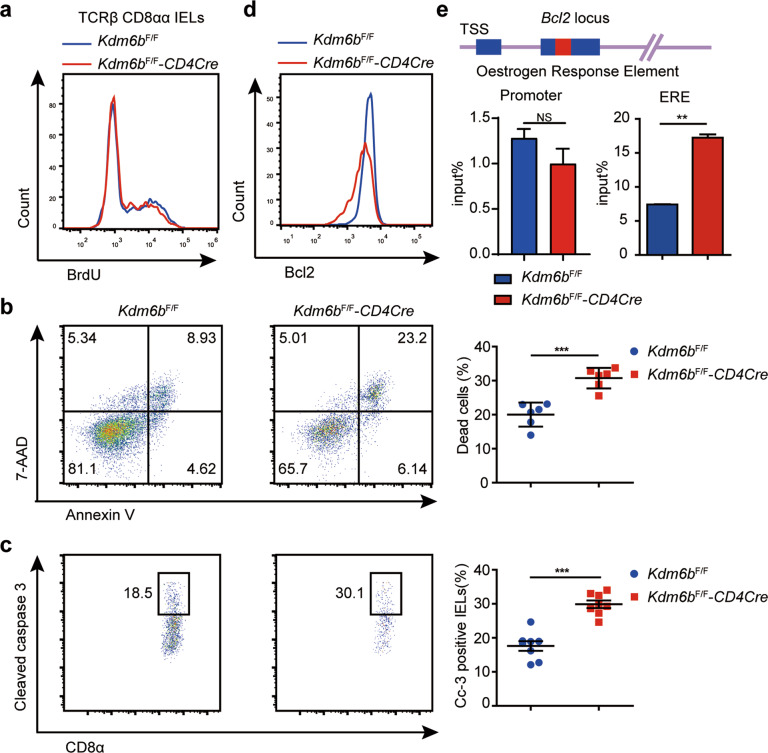
TCRαβ^+^CD8αα^+^ IEL displays increased apoptosis in Kdm6b-deficient mice. **a** *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were injected intraperitoneally with BrdU (1.8 mg/mouse) and fed with BrdU in drinking water (0.8 mg/ml) for 2 days. BrdU incorporation in TCRαβ^+^CD8αα^+^ IELs were analyzed by flow cytometry (*n* = 5). **b** TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with Annexin V and 7-AAD and evaluated by flow cytometry. Representative dot plots and statistical results are shown (*n* = 6). **c** TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-cleaved caspase 3 and evaluated by flow cytometry. Representative dot plots and statistical results are shown (*n* = 7). **d** Representative histogram showing comparison of Bcl2 in TCRαβ^+^CD8αα^+^ IELs from indicated mice as measured by flow cytometry (*n* = 6). **e** ChIP-qPCR analysis of H3K27Me3 binding at the promoter and ERE enhancer (Oestrogen Response Element) of *Bcl2* in TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice.

### Loss of Kdm6b does not affect TCRαβ^+^CD8αα^+^ IELs-mediated immunosuppression and intestinal microbiota homeostasis

GSEA revealed enrichment for differentially expressed genes between regulatory and conventional T cells, implying an impaired immunoregulatory capability of Kdm6b-deficient TCRαβ^+^CD8αα^+^ IELs (Fig. S7a). 

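The published comparison of regulatory and conventional T cells was not used here, and a list of genes of regulatory T cells written by hand stood in for it. The 29 genes tested had a mean log2 fold change of −0.25 between the libraries labelled *Kdm6b* F/F-*CD4Cre* and *Kdm6b* F/F (adjusted p = 0.00412 from limma's camera test, and adjusted p = 2.93e-04 with the replicate number as a block). Of these genes 22 had a negative value, 5 were lower in both libraries labelled *Kdm6b* F/F-*CD4Cre* than in both *Kdm6b* F/F libraries and 2 were higher in both. The library means of log2(FPKM + 1) were 4.85 and 4.43 in *Kdm6b* F/F replicates 1 and 3, and 4.80 and 3.97 in the libraries labelled *Kdm6b* F/F-*CD4Cre*. The means of both replicate 1 libraries were above those of both replicate 3 libraries. With the inter-gene correlation estimated from the libraries the adjusted p was 0.749, and with an epithelial score as a covariate, chosen after the values were seen, the mean was 0.28 (adjusted p = 0.114). Over all alternatives the adjusted p ranged from 1.56e-04 to 0.749.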

DSS-provoked intestinal inflammation model showed that there was no difference in weight loss between *Kdm6b*^F/F^ and *Kdm6b*^F/F^-*CD4Cre* mice (Fig. S7b). RT-qPCR revealed similar levels of *IL-10* between Kdm6b-deficient and control TCRαβ^+^CD8αα^+^ IELs (Fig. S7c). We analyzed four major intestinal microorganism phyla, including Actinobacteria, Bacteroidetes, Firmicutes and Proteobacteria, and their representative classes, genera, or species using 16 S rDNA RT-qPCR. The relative constitution of intestinal bacteria remained intact in Kdm6b-deficient mice, regardless of whether the two groups of mice were housed in the same cage or separate cages (Fig. S7d–S7g). After oral infection with *Citrobacter rodentium* (*C. rodentium*), no significant difference was observed in bacterial burdens between *Kdm6b*^F/F^ and *Kdm6b*^F/F^-*CD4Cre* mice (Fig. S7h). These data suggested the immunoregulatory functions of intestinal IELs in intestinal inflammation and microbiota homeostasis might not be affected by the loss of Kdm6b.

### Loss of Kdm6b inhibits the maturation of TCRαβ^+^CD8αα^+^ IELs

During their maturation, unconventional TCRαβ^+^CD8αα^+^ IELs lose Thy1.2 expression and acquire granzyme B (Gzmb) expression [34]. Compared with control mice, the frequency of Thy1.2^+^TCRαβ^+^CD8αα^+^ IELs in *Kdm6b*^F/F^-*CD4Cre* mice was significantly increased (Fig. 7a). The levels of Gzmb in Thy1.2^-^TCRαβ^+^CD8αα^+^ IELs exhibited great reduction in *Kdm6b*^F/F^-*CD4Cre* mice (Fig. 7b). IL-15, sharing two receptors with IL-2, supports the maturation of thymic IELPs and the expansion of cytotoxic T lymphocytes and enhances the antitumor properties of T cells [43]. We investigated the effect of IL-15, IL-2 and TCR stimulation on the expression of cytotoxic genes, and observed that IL-15, rather than IL-2 or TCR stimulation, upregulated the expression of *Gzmb* and *Fas ligand* (*Fasl*) in TCRαβ^+^CD8αα^+^ IELs (Fig. 7c). However, the expression of *Gzmb* and *Fasl* was significantly downregulated and could not be induced by IL-15 in Kdm6b-deficient TCRαβ^+^CD8αα^+^ IELs (Fig. 7d). None of above stimuli promoted the levels of *Kdm6b* and *Perforin* (*Prf1*) (Fig. 7c). Increased levels of H3K27Me3 at the promoter of *Gzmb* and *Fasl* were found through ChIP-qPCR experiments in TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* mice (Fig. 7e). These results indicated that Kdm6b is essential for the maturation of TCRαβ^+^CD8αα^+^ IELs.

**Fig. 7:**
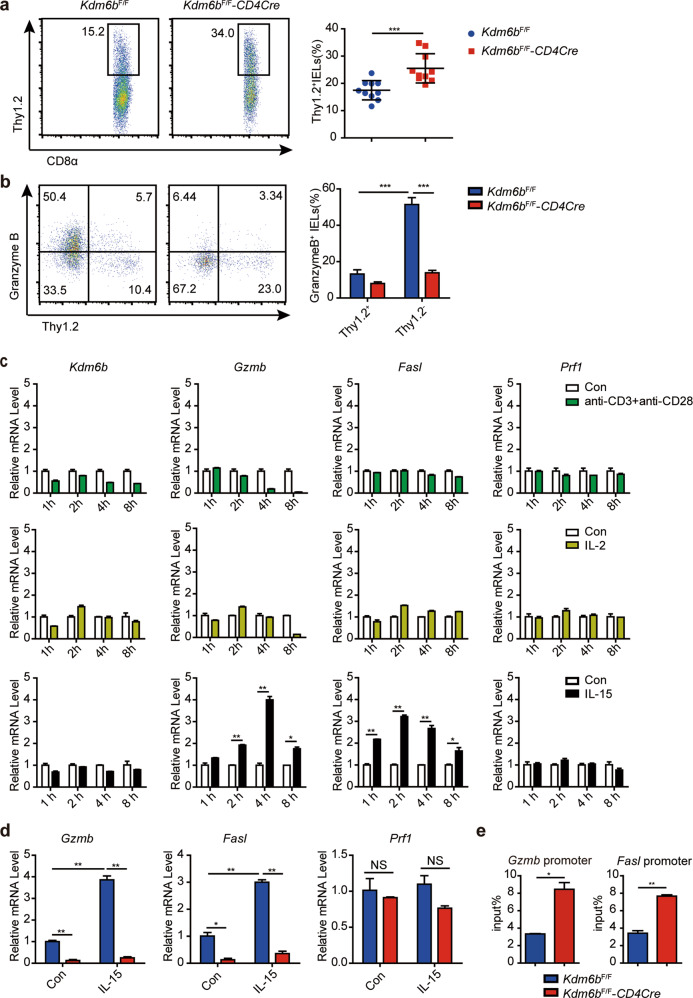
Kdm6b is required for the maturation of TCRαβ^+^CD8αα^+^ IEL. **a** TCRαβ^+^CD8αα^+^ IELs in *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were analyzed for their expression of Thy1.2. Statistical results for the percentages of Thy1.2^+^TCRαβ^+^CD8αα^+^ IELs are shown on the right (*n* = 10). **b** TCRαβ^+^CD8αα^+^ IELs in *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were analyzed for their expression of Thy1.2 and Gzmb. Statistical results are shown on the right (*n* = 6). **c** TCRαβ^+^CD8αα^+^ IELs of wild-type C57BL/6 mice were sorted and stimulated with anti-CD3 plus anti-CD28, IL-2 or IL-15. The expression of indicated genes were analyzed by RT-qPCR. **d** Sorted TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stimulated with IL-15 for 4 h and RT-qPCR was performed to detect the expression of indicated genes. **e** ChIP-qPCR analysis of H3K27Me3 binding at the promoter of indicated genes in TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice.

### Loss of Kdm6b suppresses the cytotoxic function of TCRαβ^+^CD8αα^+^ IELs

Intestinal IELs display an “activated yet resting” and cytolytic status [44]. Compared with intestinal TCRαβ^+^CD8αβ^+^ IELs and TCRγδ^+^CD8αα^+^ IELs, TCRαβ^+^CD8αα^+^ IELs harbor a unique expression pattern of members of the Ly49 family of NK cell receptors, which are essential for cancer immunosurveillance mediated by NK cells [18, 45]. Intestinal IELs possess tumor cell-restricted spontaneous cytotoxicity [46]. We crossed *Kdm6b*^F/F^-*CD4Cre* mice with *Apc*^Min/+^ mice (an intestinal spontaneous adenomas mouse model driven by mutation of the WT *Apc* allele (*Apc*^Min/+^)) and analyzed the tumor progression. *Apc*^Min/+^; *Kdm6b*^F/F^-*CD4Cre* mice showed a significant increase in tumor number and tumor load compared with control mice (Fig. 8a, b, c). The tumors in compound *Apc*^Min/+^; *Kdm6b*^F/F^-*CD4Cre* mice were larger than those in control mice (Fig. 8d, e). To evaluate the tumor-killing activity of TCRαβ^+^CD8αα^+^ IELs, we detected the levels of PD-1, an inhibitory receptor of T cell cytotoxicity, and CD69, an activation marker of T cells, and found they remained similar levels between TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^ and *Kdm6b*^F/F^-*CD4Cre* mice (Fig. 8f, g). TCRαβ^+^CD8αα^+^ IELs in *Kdm6b*^F/F^-*CD4Cre* mice showed reduced expression of Fasl (Fig. 8g), which is related to the cytotoxic function of mature intestinal IELs [47]. TCRαβ^+^CD8αα^+^ IELs were co-cultured with YAC-1 target cells in vitro in the presence or absence of IL-15. We observed that TCRαβ^+^CD8αα^+^ IELs spontaneously lysed target cells in a cell number-dependent manner (Fig. 8h). Compared with IELs from *Kdm6b*^F/F^ mice, TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* mice displayed compromised capability to lyse YAC-1 cells (Fig. 8h). In addition, IL-15 stimulation evidently promoted the cytotoxicity of TCRαβ^+^CD8αα^+^ IELs from Kdm6b-competent mice, but could not increase the ability of TCRαβ^+^CD8αα^+^ IELs from Kdm6b-deficient mice to lyse target cells (Fig. 8h). Collectively, these results suggested that Kdm6b-dependent IELs play a role in intestinal tumor surveillance and emphasized the important contribution of Kdm6b to the cytotoxicity of TCRαβ^+^CD8αα^+^ IELs.

**Fig. 8:**
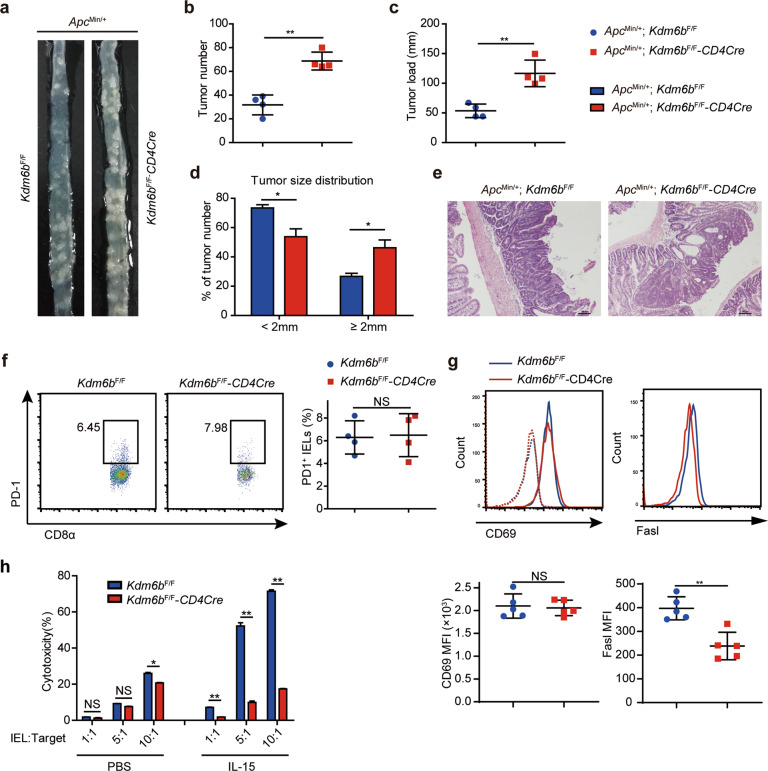
Loss of Kdm6b inhibits the cytotoxicity of TCRαβ^+^CD8αα^+^ IEL. **a**–**c** Macroscopic image (**a**), tumor number (**b**) and tumor load (**c**) of the small intestines of *Apc*^Min/+^; *Kdm6b*^F/F^-*CD4Cre* and *Apc*^Min/+^; *Kdm6b*^F/F^ mice at 14–16 weeks of age (*n* = 4). **d** Histogram showing the tumor size distribution of small intestines from indicated mice (*n* = 4). **e** H&E staining of the representative small intestines from indicted group of mice (*n* = 4). **f** TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-PD-1 and evaluated by flow cytometry. Representative dot plots and statistical results are shown (*n* = 4). **g** Representative histogram showing comparison of CD69 and Fasl in TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice as measured by flow cytometry (*n* = 5). Dotted lines represent isotype controls. **h** Histogram showing the cytotoxicity of TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice against YAC-1 target cells at indicated cell ratios (IELs:YAC-1) with indicated stimuli.

## Discussion

The direct precursor of TCRαβ^+^CD8αα^+^ IEL comes from DN3 stage thymocytes, which undergo pre-TCR-driven β-selection and transition into the TP (CD4^+^CD8αβ^+^CD8αα^+^) stage. However, the precursors of intestinal TCRγδ^+^CD8αα^+^ IEL arise from multiple DN stages of thymocytes, among which γδ-lineage committed precursors directly home to epithelium after proceeding through γδ agonist selection without transition to the DP stage [4]. In the Kdm6b-deficient mice used in our research, the expression of *Cre* recombinase was mediated by the *CD4* gene promoter, so some precursors of TCRγδ^+^CD8αα^+^ IELs that originate from early DN stage cells do not express the *CD4* gene, thus, the expression of Kdm6b in these cells may not be affected in *Kdm6b*^F/F^-*CD4Cre* mice. This was confirmed by the normal expression of *Kdm6b* in TCRγδ IELs of *Kdm6b*^F/F^-*CD4Cre* mice (Fig. S8). Thus, the possibility that Kdm6b is a regulator of TCRγδ IELs cannot be excluded, which seems to be an interesting question worthy of further exploration using mice with Kdm6b deletion in early DN stage thymocytes. Despite the abnormal homeostasis of thymic IELPs, the increased IELP numbers and decreased Ki67-positive IELPs in Kdm6b-deficient mice seems contradictory, which is caused by the defects in IELP egress from the thymus. Nevertheless, the expression of S1pr1, a well-known gene responsible for thymocyte egress, was not altered in IELPs of *Kdm6b*^F/F^-*CD4Cre* mice. Therefore, the possibility that other genes regulated by Kdm6b in IELPs are responsible for thymic IELP egress exists and needs to be further investigated in the future.

An IL-10 dependent protective role of TCRαβ^+^CD8αα^+^ IELs was reported in the colitis of SCID mice induced by CD4^+^CD45RB^hi^TCRαβ^+^ thymus-derived T cells [19]. In contrast, another study showed that adoptive transfer of CD8α^+^ IELs into TCRβ×δ^-/-^ mice failed to confer protection against but rather aggravated the intestinal inflammation mediated by CD4^+^CD45RB^hi^ T cell. They displayed that TCRαβ^+^CD8αα^+^, TCRαβ^+^CD8αβ^+^ or TCRγδ^+^CD8αα^+^ IELs were unable to suppress the expansion of CD4^+^ T cells [48]. Although TCRαβ^+^CD8αα^+^ IELs are greatly reduced, DSS-induced body weight loss showed no difference between *Kdm6b*^F/F^ and *Kdm6b*^F/F^-*CD4Cre* mice. Thus, to some extent, our results suggested incapacity of intestinal TCRαβ^+^CD8αα^+^ IELs in immunosuppression of intestinal inflammation.

Despite their demethylase-independent activity, Kdm6a and Kdm6b are both responsible for the demethylation of H3K27Me3. They play complementary, counteractive or separate roles in the regulation of immune cells [21]. Kdm6a and Kdm6b synergistically regulates the differentiation of CD4^+^ T cell by promoting H3K27Me3 removal at, and expression of, *S1pr1* [27]. While they exhibited antagonistic activity in the development of acute T cell lymphoblastic leukemia [49, 50]. Kdm6a and Kdm6b can both control the M2 polarization of macrophage but in different demethylase-dependent manners [51, 52]. The level of Kdm6a in Kdm6b-deficient TCRαβ^+^CD8αα^+^ IELs remained the same as in control TCRαβ^+^CD8αα^+^ IELs (Fig. S9), suggesting the inexistence of compensation by Kdm6a for the loss of Kdm6b in TCRαβ^+^CD8αα^+^ IELs. Even though, the hypothesis that Kdm6a functions in the regulation of TCRαβ^+^CD8αα^+^ IELs cannot be negated, which needs to be further clarified using T cell conditional Kdm6a knockout mice in the future.

In the present study, Kdm6b was found to be essential for the survival, gut homing and function of small intestinal TCRαβ^+^CD8αα^+^ IELs. Notably, the tumor cell-restricted cytotoxicity of TCRαβ^+^CD8αα^+^ IELs was significantly attenuated by the loss of Kdm6b, thus resulting in defective immune surveillance in Kdm6b-deficient mice. Our results identified Kdm6b as a critical regulator of small intestinal TCRαβ^+^CD8αα^+^ IELs, and demonstrated that Kdm6b-deficient mice, which possessed significantly reduced mature intestinal TCRαβ^+^CD8αα^+^IELs and exhibited largely impaired cytotoxic function, developed *Apc*^*Min/+*^-driven intestinal adenomas at a higher malignant level. We showed that IL-15 is critical for IEL maturation and cytotoxicity, which requires Kdm6b-mediated upregulation of the expression of *Gzmb* and *Fasl*. In summary, Kdm6b-mediated H3K27Me3 demethylation in the context of IL-15 activation plays a critical role in maintaining the maturation and cytotoxic function of intestinal TCRαβ^+^CD8αα^+^ IELs.

## Materials and methods

### Mice

Mice were housed and bred at animal care facilities of Shanghai Institutes for Biological Sciences under specific pathogen-free conditions. *CD4*-*Cre* and loxP-Flanked *Kdm6b* mice have been described previously [28]. CD45.1 and RAG2^−/−^ mice are gifts from Dr. Ying Wang. The *Apc*^Min/+^ mice were from Model Animal Research Center of Nanjing University. All mice were maintained on the C57BL/6 background.

### Reagents

IL-2 (R&D, 402-ML), IL-15 (R&D, 447-ML), TGF-β1 (PeproTech, 100-21-10), HEPES (Gibco, 15630080), GlutaMAX^™^ Supplement (Gibco, 35050061), Sodium Pyruvate (Gibco, 11360070), β-Mercaptoethanol (Sigma, M3148), Non-Essential Amino Acids Solution (Gibco, 11140050), 7-AAD (BD Pharmingen^™^, 559925), Annexin V (BD Pharmingen^™^), CFSE (BD Pharmingen^™^, 565082), BrdU (Sigma, B5002), Formaldehyde (Sigma, 252549), Percoll (GE Healthcare Life Sciences, 17-0891-09).

### Antibodies

The following antibodies were used: Anti-CD3 (145-2C11, no azide and low endotoxin), anti-CD5 (53-7.3), anti-CD8α (53-6.7), anti-CD45.1 (A20), anti-CD45.2 (104), anti-CD69 (H1.2F3), anti-CD103 (M290), anti-TCRγδ (GL3), anti-NK1.1 (PK136), Thy1.2 (53-2.1), Anti-Fasl (MFL3), anti-α4β7 (DATK32) and anti-CD16/CD32 (2.4G2) were purchased from BD Biosciences. Anti-CD4 (GK1.5), anti-CD8β (H35-17.2), anti-CD45(30-F11), anti-CD122 (TM-b1 (TM-beta1)), anti-CD215 (DNT15Ra), anti-Granzyme B (NGZB), anti-TCRβ (H57-597), anti-Bcl2 (10C4), and anti-Ki67 (SolA15) were obtained from Invitrogen. Anti-CD132 (TUGm2), anti-CD45R/B220 (RA3-6B2), anti-PD-1 (29 F.1A12), and anti-CCR9 (9B1) were acquired from BioLegend. Anti-S1pr1 (R&D, 713412), anti-H3K27Me3 (Millipore, 07-449).

### Isolation of small intestinal IELs, thymocytes and splenocytes

For the isolation of IELs, mice were sacrificed and small intestines were removed and placed in ice-cold PBS. Residual mesenteric fat tissue and Peyer’s patches were carefully removed. Then the small intestines were opened longitudinally, washed thoroughly with PBS and cut into 0.5–1 cm pieces. The pieces were digested in HBSS containing 5% fetal bovine serum (FBS), 5 mM EDTA, 10 mM HEPES, 1 mM DTT at 37 °C with slow rotation for 20 min. After incubation the epithelial cell layer containing IELs was removed by intensive vortex for 10 s and passed through 100 μm cell strainer placed on a 50 mL Falcon tubes. The residual pieces were digested for a second time as described above. Pool of supernatants of both digestions was centrifuged and washed with PBS. The cell pellets were resuspended in 5 mL of 40% Percoll, overlaied on 5 mL of 80% Percoll in a 15 mL Falcon tube and centrifuged for 20 min at 1000 *g* at room temperature without brakes. After centrifuge, IELs were collected at the interphase of the two different Percoll solutions, washed twice with FACS buffer (PBS supplemented with 2% FBS) and used immediately for experiments. For the preparation of thymocytes and splenocytes, thymus and spleen were removed and mashed through a 70 μm cell strainer. Thymocytes and splenocytes were resuspended in FACS buffer and used for further experiments.

### Flow cytometry

For the staining of surface markers, cells were pre-incubated in FACS buffer containing anti-CD16/CD32 (1 μg/mL) for 15 min on ice to block Fc receptors, followed by incubation in FACS buffer with indicated fluorescent antibodies for 30 min on ice. For the detection of intracellular proteins, cells were fixed, permeabilized and stained with indicated antibodies with Foxp3/Transcription Factor Staining Buffer Set (eBioscience, 00-5523) according to the manufacturer’s instructions. The data were collected on a Gallios Flow Cytometer (Beckman Coulter) and analyzed using FlowJo (Tree Star) or Kaluza (Beckman Coulter) software.

### Mixed bone marrow chimeric mice

Bone marrow (BM) cells from the femurs and tibias of Kdm6b-sufficient (CD45.1^+^) mice and *Kdm6b*^F/F^-*CD4Cre* (CD45.2^+^) mice were isolated. And erythrocytes were lysed by incubation in ACK lysis buffer for 3 min. 2.5 × 10^6^ BM cells of Kdm6b-sufficient (CD45.1^+^) mice were mixed (1:1 ratio) with BM cells of Kdm6b^F/F^-CD4Cre (CD45.2^+^) mice and intravenously injected into recipient RAG2^−/−^ mice that had been irradiated at 600 rads once. Chimera were euthanized for further analysis after 8 weeks.

### In vitro cell culture

For IL-15 induction experiment, IELPs (CD4^−^CD8^−^B220^−^NK1.1^−^TCRβ^+^CD5^+^ thymocytes) were sorted and cultured in complete RPMI 1640 medium containing 10% FBS, 100 U/ml penicillin, 100 μg/ml streptomycin, 80 μM 2-mercaptoethanol, 10 mM HEPES, 8 mg/ml glutamine, nonessential amino acids and pyruvate in 96-well plates (2 × 10^4^ cells per well) supplemented with 100 ng/ml IL-15 for 1 week followed by flow cytometry. Sorted IELPs were cultured in complete RPMI 1640 medium supplemented with 2 ng/ml TGF-β1 in 96-well plates pre-coated with anti-CD3 overnight followed by RT-qPCR.

### RNA-seq

Small intestinal TCRαβ^+^CD8αα^+^IELs (CD45^+^CD4^−^TCRβ^+^CD8α^+^CD8β^−^) of control or *Kdm6b*^F/F^-*CD4Cre* mice were sorted into TRIzol Reagent (Life technologies, 15596-026) and total RNA was isolated according to manufacturer’s instructions. HiSeq RNA-Seq was performed in BGI Tech Solutions Co. Each sample contained pooled RNA from three mice with same genotype. Clean reads were mapped to the reference genome (mm10) using HISAT and Bowtie2. RSEM software package was used to quantify the level of gene expression.

### CUT&Tag-seq

Small intestinal TCRαβ^+^CD8αα^+^IELs were sorted from wild-type C57BL/6 mice and subject to CUT&Tag assay as previously described [53]. Anti-H3K27Me3 was used as the primary antibody to guide the proteinA/G-Tn5 transposon-mediated target DNA fragmentation. Purified DNA was used for library preparation using Hyperactive^TM^ In-Situ ChIP Library Prep Kit (TD901, Vazyme, China) and sequenced using PE150 by illumina Nova6000 sequencer. Clean reads were mapped to mm10 genome using Bowtie2. Peak calling was performed using SEACR software.

### scRNA-seq

Small intestinal CD45^+^ IELs were sorted and subject to scRNA-seq. Single cell suspensions were loaded onto the Chromium Single Cell Controller Instrument (10×Genomics, Pleasanton, CA, USA) to generate single cell gel beads in emulsions (GEMs). 5′ gene expression libraries and TCR libraries were constructed using a Chromium Single Cell 5′ Reagent Kit according to the manufacturer’s instructions. Full-length V(D)J segments were enriched from amplified cDNA with primers specific to TCR constant regions. All libraries were sequenced on the Illumina sequencing platform (HiSeq X Ten) with 150 bp paired-end read configuration. The Cell Ranger software pipeline (version 3.1.0) provided by 10×Genomics was used to demultiplex cellular barcodes, map reads to the genome and transcriptome using the STAR aligner, and down-sample reads as required to generate normalized aggregate data across samples, producing a matrix of gene counts versus cells. The unique molecular identifier (UMI) count matrix was processed by R package Seurat (version 3.0). We applied a criterion to filter out cells with UMI/gene numbers out of the limit of mean value ± 2 folds of standard deviations assuming a Guassian distribution of each cells’ UMI/gene numbers. Low-quality cells in which >10% of the counts belonged to mitochondrial genes were filtered out. We identified top variable genes across single cells and performed principal component analysis to reduce the dimensionality on the log transformed gene-barcode matrices of top variable genes. Cells were clustered according to a graph-based clustering approach and visualized in two-dimension using tSNE. Single-cell TCR data was processed using Cell Ranger with –reference=refdata-cellranger-vdj-GRCh38-alts-ensembl-3.1.0 to assemble TCR chains (V, (D), J and CDR3 nucleotide composition) and determine clonotypes for each sample.

### RT-qPCR

Total RNA of small intestinal IELs of control and *Kdm6b*^F/F^-*CD4Cre* mice are isolated as described above and converted to cDNA using PrimeScript^™^ RT reagent Kit with gDNA Eraser (TaKaRa, RR047A) according to manufacturer’s instructions. Real time PCR was conducted with SYBR^®^ Premix Ex Taq^™^ (TaKaRa, RR420A) on a Q7 RT-PCR detection system (Life technologies). The 2^−ΔΔCT^ cycle threshold method was used to calculate the relative change in expression. Results were normalized to the expression of Hprt1 mRNA. The primers used for RT-qPCR are listed in Supplementary Table 1.

### ChIP-qPCR

Sorted small intestinal TCRαβ^+^CD8αα^+^IELs (CD45^+^CD4^-^TCRβ^+^CD8α^+^CD8β^-^) were fixed with 1% formaldehyde and ChIP experiment was performed using Chromatin Immunoprecipitation Kit (Millipore, #17-371) according to manufacturer’s instructions. Anti-H3K27Me3 and anti-H3K4Me3 were used for immunoprecipitation. Purified ChIP DNA was quantified by qPCR with SYBR^®^ Premix Ex Taq^™^ and ChIP data were normalized to respective input sample. The primers used for RT-qPCR are listed in Supplementary Table 2.

### IELs cytotoxicity assay

Small intestinal TCRαβ^+^CD8αα^+^IELs (CD45^+^CD4^-^TCRβ^+^CD8α^+^CD8β^−^) of mice of indicated genotype were sorted and primed with PBS or IL-15 (100 ng/ml), and then co-cultured with CFSE-labeled target cells YAC-1 at different effector: target ratios (1:1, 5:1, 10:1) in complete RPMI 1640 medium. For the spontaneous death control, same number of CFSE-labeled YAC-1 was cultured alone in the same conditions. After 6 h of co-culture, cells were collected and labeled with 7-AAD. Lysed target cells were analyzed by flow cytometry and gated as CFSE^+^7-AAD^+^ cells.

### Intestinal microbiota analysis

Feces of mice of indicated genotype were collected and weighed. Small intestinal luminal feces were collected by flushing using sterile PBS and centrifuged at 6000 *g* for 10 min. The feces bacterial genomic DNA was isolated using E.Z.N.A.^®^ Stool DNA Kit (OMEGA, D4015-02) per manufacturer’s instructions. The stool genomic DNA was detected with SYBR^®^ Premix Ex Taq^™^ (TaKaRa, RR420A) on the Q7 RT-PCR detection system (Life technologies) to analyze the abundance of specific intestinal bacterial groups. Results were normalized to universal bacterial and the normalized CT value were used to calculate relative levels of 16 S rDNA gene expression of indicated bacterial groups. The 16 S rDNA primers used for qPCR analysis are listed in Supplementary Table 3.

### Statistics

All experiments were performed at least two independent times. Results in figures are pooled from independent experiments or represent one independent experiment with biological replicates (shown as mean ± SD). Sample size was determined based on the results of preliminary experiments. Statistical significance was calculated by two-tailed Student’s *t* test (*p < 0.05; **p < 0.01; ***p < 0.001; NS, not significant).

## Supplementary information

Supplementary Figure Legends

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

## Data Availability

The GEO accession number of RNA-seq and CUT&Tag-seq reported in this paper is GSE154444 and GSE185798, respectively.

# Supplementary material for: The histone demethylase Kdm6b regulates the maturation and cytotoxicity of TCRαβ+CD8αα+ intestinal intraepithelial lymphocytes
**Source:** Cell Death Differ. 2022 Jan 9;29(7):1349–63. doi: 10.1038/s41418-021-00921-w
**Supplement:** Supplementary file 1 — Supplementary Figure Legends

**Supplementary** **figure legends**

**Supplementary Figure 1. Gating strategy for IEL and thymic IELP.**

**a,** TCRαβ^+^CD8αα^+^ IELs were gated as CD45^+^CD4^-^TCRβ^+^CD8α^+^CD8β^-^ cells. TCRαβ^+^CD8αβ^+^ IELs were gated as CD45^+^CD4^-^TCRβ^+^CD8α^+^CD8β^+^ cells. TCRγδ^+^CD8αα^+^ IELs were gated as CD45^+^CD4^-^TCRγδ^+^CD8α^+^CD8β^-^ cells. Subsets used for scRNA-seq were denoted. **b,** Thymic IELP was gated as CD4^-^CD8α^-^NK1.1^-^B220^-^TCRβ^+^CD5^+^ cells.

**Supplementary Figure 2. Proportion and number of CD45^+^ IEL is not affected by Kdm6b deficiency.**

**a,** Flow cytometry analysis for the CD45^+^ IELs from Percoll gradient-enriched cells of the small intestinal epithelium of *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice. **b,** Percentages and absolute cell numbers of CD45^+^ IELs are shown (n =14-15).

**Supplementary Figure 3. Kdm6b regulates the homeostasis of TCRαβ^+^CD8αα^+^ IEL precursor.**

**a,** Absolute numbers of thymocytes from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were counted (n =10). **b,** Thymocytes from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-CD4, CD8, NK1.1, B220, TCRβ, and CD5. Thymic IELPs were gated. Representative dot plots and statistical results are shown. Absolute numbers of IELPs were counted (n =10). **c,** IELPs of *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were analyzed for the expression of Ki67. Representative dot plots and statistical results are shown (n =8-9). **d,** IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with Annexin V and 7-AAD and evaluated by flow cytometry. Representative dot plots and statistical results are shown (n = 4). **e,** IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with indicated antibodies and evaluated by flow cytometry. Representative dot plots and statistical results are shown (n = 4-5). **f,** RT-qPCR analysis of *Bcl2* using cDNA of IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice. **g,** Representative histogram showing comparison of Bcl2 protein in IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice as measured by flow cytometry (n = 4). **h,** IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-PD-1 and evaluated by flow cytometry. Representative dot plots and statistical results are shown (n = 5). **i,** FITC labeled IELPs of small intestine and spleen from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were analyzed by flow cytometry 24h after intrathymic injection of FITC (10μg/mouse). **j,** Statistical results of frequencies of FITC labeled IELPs as in (**i**) (n = 4).

**Supplementary Figure 4. Kdm6b-deficient IEL precursor remains normal reactivity to IL-15 and TGF-β.**

**a,** RT-qPCR analysis for the expression of indicated genes using cDNA of TCRαβ^+^CD8αα^+^ IELs sorted from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice. **b,** Small intestinal TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-CD215, CD122 and CD132. The cells were tested through flow cytometry (n = 6). **c,** RT-qPCR analysis for the expression of indicated genes using cDNA of IELPs sorted from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice. **d,** IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were stained with anti-CD215, CD122 and CD132. The cells were tested through flow cytometry (n = 6). **e,** IELPs from thymocytes of *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were sorted and cultured in the presence of IL-15. The cells were collected and analyzed for their expression of CD8α and CD8β by flow cytometry. Statistical results on right panel represent one of 3 independent experiments. **f,** RT-qPCR analysis for the expression of TGF-β receptors using cDNA of IELPs (left) and TCRαβ^+^CD8αα^+^ IELs (right) sorted from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice. **g,** IELPs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were sorted and cultured in the presence of TGF-β. The cells were collected and analyzed for their expression of *CD8a* by RT-qPCR.

**Supplementary Figure 5. Kdm6b regulates thymocyte egress.**

**a,** Thymus, spleen, mesenteric and inguinal lymph nodes of *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were grinded and passed through cell strainer. The cells were stained with anti-CD4 and CD8 and evaluated by flow cytometry. Representative dot plots are shown (n = 5). **b,** Splenocytes were analyzed for their expression of TCRβ and TCRγδ. Representative dot plots are shown. **c, d,** Statistical results of the proportion (**c**) and cell number (**d**) of spleen TCRβ^+^ and TCRγδ^+^ cells as in (**b**) (n = 8).

**Supplementary Figure 6. Kdm6b is not required for the expression of genes related to DNA replication.**

**a, b,** RT-qPCR analysis verifying downregulated genes related with apoptosis (**a**) and DNA replication (**b**) identified by GSEA.

**Supplementary Figure 7. Kdm6b is not essential for TCRαβ^+^CD8αα^+^ IELs-mediated immunoregulation and intestinal microbiota homeostasis.**

**a,** GSEA plots comparing TCRαβ^+^CD8αα^+^ IELs from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice using gene set of immunologic Treg VS Tcon. Result is presented as enrichment score (ES), normalized enrichment score (NES) and false-discovery rate (FDR). **b,** *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were treated with 3% DSS in drinking water for 5 days, then replaced with normal drinking water. Body weights were recorded daily. Weight curves were given as percentage of initial body weight (n = 5). **c,** RT-qPCR analysis for the expression of *IL-10* using cDNA of TCRαβ^+^CD8αα^+^ IELs sorted from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice. **d,** RT-qPCR analysis of 16S rDNA of Actinobacteria phylum, Bacteroidetes phylum, Firmicutes phylum and Proteobacteria phylum, and their representative classes, genera, or species in the small intestinal contents of *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice (n = 6). **e, f, g,** RT-qPCR analysis of 16S rDNA of Actinobacteria phylum, Bacteroidetes phylum, Firmicutes phylum and Proteobacteria phylum, and their representative classes, genera, or species in the feces of *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice housed in separated cages at day0 (**e**), day10 (**f**) and day30 (**g**) after separation (n = 6). **h,** *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice were infected with 10^9^ colony-forming unit (CFU) of *C. rodentium* by oral gavage. Feces were collected at indicated time points after infection. CFU counts of *C. rodentium* in the feces are shown (n = 6).

**Supplementary Figure 8. *CD4Cre* is unable to mediate the knockout of Kdm6b in TCRγδ^+^ IEL.**

RT-qPCR analysis for the expression of *Kdm6b* using cDNA of TCRαβ^+^ and TCRγδ^+^ IELs sorted from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice.

**Supplementary Figure 9. The expression level of Kdm6a in Kdm6b-deficient TCRαβ^+^CD8αα^+^ IEL.**

RT-qPCR analysis for the expression of *Kdm6a* using cDNA of TCRαβ^+^CD8αα^+^ IELs sorted from *Kdm6b*^F/F^-*CD4Cre* and *Kdm6b*^F/F^ mice.

# Supplementary material for: The histone demethylase Kdm6b regulates the maturation and cytotoxicity of TCRαβ+CD8αα+ intestinal intraepithelial lymphocytes
**Source:** Cell Death Differ. 2022 Jan 9;29(7):1349–63. doi: 10.1038/s41418-021-00921-w
**Supplement:** Supplementary file 12 — Supplementary Table 2

| Supplementary Table 2. Primers used for ChIP-qPCR | |
| --- | --- |
| Gene name | Sequence |
| *Gzmb* promoter-F | 5’-CTGTAAGTGGTGGTTCTC-3’ |
| *Gzmb* promoter-R | 5’-TCTCTGCTTTTATGATGCT-3’ |
| *Bcl2* ERE enhancer-F | 5’-CACCTGTGGTCCATCTGAC-3’ |
| *Bcl2* ERE enhancer-R | 5’-CTGAAGAGTTCCTCCACCAC-3’ |
| *Fasl* promoter-F | 5’-GATGTTCAGGGAAGGGAC-3’ |
| *Fasl* promoter-R | 5’-GGGGAAAAGACCAAGGAG-3’ |
| *Ccr9* promoter-F | 5’-TGTGATTCCAAGCCCAAAC-3’ |
| *Ccr9* promoter-R | 5’-AAGTTCCCGACCGCAAG-3’ |
| *Klrd1* promoter-F | 5’-CTGCTTTTAGGGACGACTT-3’ |
| *Klrd1* promoter-R | 5’-AATCATCTGTTGGTGGGAC-3’ |
| *Klre1* promoter-F | 5’-ATGGGTGCTAAACGGAAAT-3’ |
| *Klre1* promoter-R | 5’-GAACTGGGAACAGGGGAGG-3’ |
| *Tbx21 promoter-F* | 5’-GAATTCGCGCTGTATTAGCC-3’ |
| *Tbx21 promoter-R* | 5’-GCCTTTGCTGTGGCTTTATG-3’ |
| *CD8a promoter-F* | 5’-CACTCAACCTCCAGACAA-3’ |
| *CD8a promoter-R* | 5’-GACTCACTTCATGGCAAA-3’ |
| *E8I enhancer-F* | 5’-TGGTTGCCTCTGCTACTT-3’ |
| *E8I enhancer-R* | 5’-CACATTCGCATTGGTTT-3’ |
| *Bcl2 promoter-F* | 5’-GCTCAGAGGAGGGCTTTCT-3’ |
| *Bcl2 promoter-R* | 5’-CCGGCCTCTTACTTCATTCT-3’ |

# Supplementary material for: The histone demethylase Kdm6b regulates the maturation and cytotoxicity of TCRαβ+CD8αα+ intestinal intraepithelial lymphocytes
**Source:** Cell Death Differ. 2022 Jan 9;29(7):1349–63. doi: 10.1038/s41418-021-00921-w
**Supplement:** Supplementary file 13 — Supplementary Table 3

Supplementary Table 3. Primers used for intestinal microbiota analysis

| Gene name | Sequence |
| --- | --- |
| Universal bacterial-F | 5’-ACTCCTACGGGAGGCAGCAGT-3’ |
| Universal bacterial-R | 5’-ATTACCGCGGCTGCTGGC-3’ |
| Bacteroidetes-F | 5’-CATGTGGTTTAATTCGATGAT-3’ |
| Bacteroidetes-R | 5’-AGCTGACGACAACCATGCAG-3’ |
| Actinobacteria-F | 5’-CGCGGCCTATCAGCTTGTTG-3’ |
| Actinobacteria-R | 5’-ATTACCGCGGCTGCTGG-3’ |
| Firmicutes-F | 5’-GCTGCTAATACCGCATGATATGTC-3’ |
| Firmicutes-R | 5’-CAGACGCGAGTCCATCTCAGA-3’ |
| Proteobacteria-F | 5’-CATGACGTTACCCGCAGAAGAAG-3’ |
| Proteobacteria-R | 5’- CTCTACGAGACTCAAGCTTGC-3’ |
| Alphaproteobacteria-F | 5’- ACTCCTACGGGAGGCAGCAG-3’ |
| Alphaproteobacteria-R | 5’-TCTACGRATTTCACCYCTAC-3’ |
| Betaproteobacteria-F | 5’-ACTCCTACGGGAGGCAGCAG-3’ |
| Betaproteobacteria-R | 5’-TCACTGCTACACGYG-3’ |
| Epslionproteobacteria-F | 5’- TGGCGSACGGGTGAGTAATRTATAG-3’ |
| Epslionproteobacteria-R | 5’-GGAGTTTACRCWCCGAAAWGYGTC-3’ |
| Gammaproteobacteria-F | 5’- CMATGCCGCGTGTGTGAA-3’ |
| Gammaproteobacteria-R | 5’-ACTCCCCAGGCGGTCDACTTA-3’ |
| Enterobacteriaceae-F | 5’-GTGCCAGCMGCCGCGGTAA-3’ |
| Enterobacteriaceae -R | 5’-GCCTCAAGGGCACAACCTCCAAG -3’ |
| Bifidobacterium-F | 5’-CGGGTGAGTAATGCGTGACC-3’ |
| Bifidobacterium-R | 5’-TGATAGGACGCGACCCCA-3’ |
| Bacteroides-F | 5’-GGTTCTGAGAGGAGGTCCC-3’ |
| Bacteroides-R | 5’-GCTGCCTCCCGTAGGAGT-3’ |
| Bacteroides vulgatus-F | 5’-GCATCATGAGTCCGCATGTTC-3’ |
| Bacteroides vulgatus-R | 5’-TCCATACCCGACTTTATTCCTT-3’ |
| Bacteroides thetaiotaomicron-F | 5’-GGCAGCATTTCAGTTTGCTTG-3’ |
| Bacteroides thetaiotaomicron-R | 5’-GGTACATACAAAATTCCACACGT -3’ |
| Bacteroides uniformis-F | 5’- TCCGTTTTCCACTTATAAGA -3’ |
| Bacteroides uniformis-R | 5’- GGGTTBCCCCATTCGG -3’ |
| Prevotella-F | 5’-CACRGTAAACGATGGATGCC-3’ |
| Prevotella-R | 5’-GGTCGGGTTGCAGACC -3’ |
| Clostridial cluster IV-F | 5’-GCACAAGCAGTGGAGT-3’ |
| Clostridial cluster IV-R | 5’-CTTCCTCCGTTTTGTCAA-3’ |
| Clostridial cluster XIVa-F | 5’-AAATGACGGTACCTGACTAA-3’ |
| Clostridial cluster XIVa-R | 5’-CTTTGAGTTTCATTCTTGCGAA-3’ |
| Enterococcus-F | 5’-CCCTTATTGTTAGTTGCCATCATT-3’ |
| Enterococcus-R | 5’-ACTCGTTGTACTTCCCATTGT-3’ |
| Lactobacillus-F | 5’-AGCAGTAGGGAATCTTCCA-3’ |
| Lactobacillus-R | 5’- CACCGCTACACATGGAG-3’ |
| E.coli-F | 5’-CATGCCGCGTGTATGAAGAA-3’ |
| E.coli-R | 5’-CGGGTAACGTCAATGAGCAAA -3’ |

How the deposited data were processed for this re-analysis (not part of the article)

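The RNA-seq libraries hold RNA of TCRαβ+CD8αα+ IELs sorted from *Kdm6b* F/F and *Kdm6b* F/F-*CD4Cre* mice, with 3 mice pooled per library. The authors had them sequenced as HiSeq RNA-seq by the company BGI, mapped the clean reads to mm10 with HISAT and Bowtie2 and quantified expression with RSEM. The deposited values are FPKM as RSEM gives them, which the authors had already scaled to transcript length and to the mapped fragments of the library. The paper's text does not name the versions of these tools, the gene annotation or the test behind the differentially expressed genes of the RNA-seq. Its statistics section names a test for comparisons of groups in general, without saying whether it was applied to the RNA-seq.

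Here 4 libraries were used, replicates 1 and 3 of each genotype. Each lists 19339 genes by Entrez identifier or as a predicted transcript (758 of them). Symbols and coordinates came from the RefSeq annotation of GRCm38.p6, the assembly also called mm10, which matched 18467 of the identifiers and left 114 Entrez identifiers without a symbol. Of the genes, 13780 were above 0 in every library. FPKM totals were 578491 and 615495 in *Kdm6b* F/F replicates 1 and 3, and 603222 and 646671 in *Kdm6b* F/F-*CD4Cre* replicates 1 and 3. Read counts were not used, so no counting error was computed. The relative depth came from genes of a single transcript up to 2500 bases long, with a central range over bootstrap samples of these genes. Their low FPKM, multiplied by length less a fixed offset in kilobases, falls on multiples of the value of a single fragment. That step was 0.0686 (range 0.067 to 0.0718, 102 genes) in *Kdm6b* F/F replicate 1, 0.0704 (0.069 to 0.0734, 216 genes) in *Kdm6b* F/F replicate 3, 0.07 (0.07 to 0.0712, 167 genes) in *Kdm6b* F/F-*CD4Cre* replicate 1 and 0.0846 (0.083 to 0.085, 381 genes) in *Kdm6b* F/F-*CD4Cre* replicate 3.

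Values were used as log2(FPKM + 1), without further scaling, for genes with at least 1 FPKM in at least 2 libraries. A gene counted as changed when the difference of the group means was above 1 or below −1. Genes were tested with lmFit and eBayes with a trend in limma 3.58.1 (R 4.3.3), with Benjamini-Hochberg adjustment. Without a block or covariate, limma estimated 3.52 prior degrees of freedom. A replicate block or an epithelial covariate leaves 1 residual degree of freedom per gene, so calls of those models rest largely on variance estimated across genes. Gene lists were tested with camera of limma with an inter-gene correlation of 0.01, adjusted over 5 lists, and with fgsea 1.28.0 with 10000 permutations. The lists for DNA replication and apoptosis were the mouse Reactome sets that come with fgsea, those for NK cell-mediated cytotoxicity and regulatory T cells were written by hand, and the IEL genes were those the paper names. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15. The limma model was tested on simulated data of 12009 genes in which 200 were changed. It called 196 (98%) of those with a log2 change of 2, with 22 unchanged genes called, and 200 (100%) of those with a log2 change of 4, with 23 unchanged genes called. The simulated noise had the spread that limma estimated, was independent between genes and libraries, and held no replicate or epithelial pattern. Only genes of higher expression were changed. The same model called 0 genes in the libraries used here, so these percentages do not carry over to them.

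The labels give both groups the replicate numbers 1 and 3, which is where the pairing comes from, and neither the labels nor the paper's text say whether equal numbers mark pools prepared together. The correlation of the deviations of same-numbered libraries was 0.56 (Spearman 0.542), across genes. The first principal component (68.9% of the variance) placed *Kdm6b* F/F replicate 1 at −50.4, *Kdm6b* F/F-*CD4Cre* replicate 1 at −5.15, *Kdm6b* F/F replicate 3 at 3.09 and *Kdm6b* F/F-*CD4Cre* replicate 3 at 52.5. Pairing the libraries the other way would only change the sign of the correlation of 0.56. Epithelial markers were higher in replicate 3 than in replicate 1 of each group, which alone could give such a value. The correlation thus does not show that equal numbers mark pools prepared together. A model with the replicate number as a block is reported beside the model without it. No regrouping of libraries was tested, since each group holds 2.

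The lists of genes, the model, its threshold and the alternatives were chosen before the data were examined. Alternatives were the pseudocount (0.1 and 0.01), the filter (none, or at least 5 FPKM), median-of-ratios scaling, quantile normalization, the ratio of group means, the replicate block, limma without a trend, an estimated inter-gene correlation, gene permutation, other gene lists and leaving out each library in turn. A model for counts that had also been listed was not run, because the values are FPKM. Scaling to *Cd3* genes and *Ptprc*, an epithelial score as a covariate, leaving out predicted transcripts, and a pseudocount of 0.1 without a filter were chosen after the values were seen. Genes named in the text are those the paper names in TCRαβ+CD8αα+ IELs, and the 5 with the largest positive and the 5 with the largest negative log2 fold change among changed genes whose libraries of a group both lie on the same side of the other group. Single-cell RNA-seq, CUT&Tag-seq, ChIP-qPCR, RT-qPCR and flow cytometry data were not analysed here.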

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

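The tests of uneven epithelial RNA, quantile normalization, depth, the highest genes, the size of the myeloid changes, enteroendocrine RNA, gene length, GC content, the MHC class I sum and the predicted transcripts were chosen only after the results they concern were seen, while those of median-of-ratios scaling, of B cell, plasma cell, myeloid and epithelial RNA and of the sex of the mice were chosen earlier. Directions refer to the libraries labelled *Kdm6b* F/F-*CD4Cre*, of which replicate 1 did not have less *Kdm6b* than the controls.

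Epithelial marker genes, which the paper does not analyse in these libraries, differed between the libraries. Relative to *Kdm6b* F/F replicate 1, the mean over 22 markers was 6.49 times as high in the library labelled *Kdm6b* F/F-*CD4Cre* replicate 3. *Krt8* had 275, 987, 875 and 2518 FPKM in *Kdm6b* F/F replicates 1 and 3 and the libraries labelled *Kdm6b* F/F-*CD4Cre* replicates 1 and 3. The markers do not follow the label alone, since 18 of 22 had a log2 fold change above 1 but 2 of 22 were higher in both libraries labelled *Kdm6b* F/F-*CD4Cre* than in both controls. Scaling was tested as an explanation of the surplus of higher genes. Median-of-ratios scaling left 93.4% of changed genes higher, but it hardly moved the values and so cannot tell. Quantile normalization did move them, and 85.2% of changed genes were higher, so a shift in the distribution of values does not explain the whole surplus. A difference in depth does not explain it either, because the library with the fewest genes at 0 had the lowest relative depth, 0.811. No small set of genes took most of the FPKM, as the 10 highest genes held at most 12.1% in any library. The median length of the higher genes was 2458 bases against 3246 for all genes tested (quartiles 1541 and 3637 against 2114 and 4632), so the higher genes were shorter and a gene length bias cannot be excluded. Of the lower genes 56.6% had a length, too few for the same comparison. The median GC content of the higher genes was 50.5% against 49.5% for all genes tested, which cannot exclude a GC content bias either. Of 15 markers of B cells and plasma cells, 4 were higher in both libraries labelled *Kdm6b* F/F-*CD4Cre*. Of 4 Y-linked genes, 0 separated the groups. Their mean log2(FPKM + 1) was uneven, 3.76 and 4.72 in *Kdm6b* F/F replicates 1 and 3 and 4.03 and 3.26 in the libraries labelled *Kdm6b* F/F-*CD4Cre*. The pools therefore need not be balanced for sex. Of 14 myeloid markers, 9 were higher in both libraries labelled *Kdm6b* F/F-*CD4Cre*, as RNA from myeloid or dendritic cells would give. However, 0 of them had a log2 fold change above 1, so RNA of the cells they mark does not account for the genes past that value. Of 7 markers of neutrophils and mast cells, 3 were higher in both libraries labelled *Kdm6b* F/F-*CD4Cre* and 1 was lower in both. Of the 3 tested, 2 had a log2 fold change above 1. Those that rose had low values, such as *S100a8* with 0 and 0 FPKM against 2.89 and 1.77 FPKM. RNA of such cells cannot be excluded for some of the higher genes. Of 12 hormone genes of enteroendocrine cells, listed after values of some of them had been seen, 7 were higher in both libraries labelled *Kdm6b* F/F-*CD4Cre* and 7 had a log2 fold change above 1, as RNA from enteroendocrine cells in the sorted cells would give.

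A candidate explanation for the surplus of higher genes is uneven epithelial RNA among the libraries, whatever their group. The 1651 genes with a log2 difference above 1 between *Kdm6b* F/F-*CD4Cre* replicate 3 and *Kdm6b* F/F replicate 1, where epithelial markers differ most, had a median difference of −0.06 between *Kdm6b* F/F-*CD4Cre* replicate 1 and *Kdm6b* F/F replicate 3, where they are alike (quartiles −0.34 and 0.25). Of these genes 69 were above 1 in both comparisons. In the alike pair 413 genes were above 1 and 146 below −1 (73.9% higher). These were fewer genes than the 1651 and 581 of the other pair but in a similar proportion. The 413 were mostly other genes, with a median of 0.04 in the other pair, where 51.3% had the same direction. The alike pair therefore cannot tell whether part of the surplus is independent of epithelial RNA. The test has a limit, because the alike pair carries different replicate numbers and a replicate effect could offset an effect of genotype. Within the same replicate number, 842 genes were above 1 in replicate 1, with a median of 0.99 in replicate 3, and 413 were above 1 in both. There the epithelial markers were higher in both pairs, so epithelial RNA and the label cannot be told apart. RNA of epithelial cells, enteroendocrine cells among them, and a bias with gene length or GC content thus remain as explanations, as does RNA of neutrophils or mast cells for some genes. A biological explanation was not separated from them.

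Predicted transcripts, which the paper does not discuss, were among the genes with the largest positive log2 fold changes. They were BGI_novel_G000456 (4.77), BGI_novel_G000317 (3.16), BGI_novel_G000279 (2.78) and BGI_novel_G000103 (2.68). BGI_novel_G000456 had 0 and 0.83 FPKM in *Kdm6b* F/F replicates 1 and 3, and 22.7 and 56.5 FPKM in the libraries labelled *Kdm6b* F/F-*CD4Cre*. Their median log2 difference between *Kdm6b* F/F-*CD4Cre* replicate 1 and *Kdm6b* F/F replicate 3, where epithelial markers are alike, was 2.88. They were chosen for being higher in both libraries labelled *Kdm6b* F/F-*CD4Cre* and for the size of their log2 fold change. That choice fixes the sign of the difference and favours a large one. With the epithelial covariate BGI_novel_G000456, BGI_novel_G000317 and BGI_novel_G000279 had log2 fold changes of 3.86, 2.93 and 2.87, and 3 of the 4 transcripts had an adjusted p under 0.05 in limma. These values go against uneven epithelial RNA as the whole of the rise for these 3, though the choice of transcripts weakens them. Over the alternatives the adjusted p of the transcripts ranged from 1.32e-05 to 0.823 in limma. BGI_novel_G000103 had a difference of 0.99 in the alike pair and 1.24 with the covariate, and for it epithelial RNA remains open. The transcripts have no coordinates here, so neighbouring or overlapping genes could not be examined, and a biological explanation cannot be told apart from a technical one. Predicted transcripts were also among the largest negative values, BGI_novel_G000420 with −2.16 and BGI_novel_G000447 with −2.06. Of 450 tested, 53 had a log2 fold change above 1, among 744 such genes, and 19 below −1, among 53 such genes, so they made up more of the lower genes.

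*LOC547349* was listed at 0 in both *Kdm6b* F/F libraries and at 6.55 and 35.1 FPKM in the libraries labelled *Kdm6b* F/F-*CD4Cre*, a log2 fold change of 4.04 with the pseudocount. It belongs to the MHC class I genes, whose reads paralogs could share. Summed over 24 such genes, FPKM changed by a log2 value of −0.40, and this sum is dominated by other members, so it cannot tell whether reads moved between paralogs. RefSeq gives *H2-K1* as a synonym of *LOC547349*, and *H2-K1* itself, chosen after its values were seen, had a log2 fold change of −0.33 with overlapping groups. A strain variant of these genes was not tested, since no reads were used here, and no biological explanation was tested.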

How the results depend on the processing

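All log2 values compare the libraries labelled *Kdm6b* F/F-*CD4Cre* with those labelled *Kdm6b* F/F. The number of changed genes (797, with 744 higher and 53 lower) stayed within 1.5 times with median-of-ratios scaling (802), no filter (837), a filter at 5 FPKM (546), quantile normalization (655), the ratio of group means (776) and without predicted transcripts (725). Elsewhere it moved. A pseudocount of 0.1 gave 1381 (1203 higher, 178 lower) and a pseudocount of 0.01 gave 1451 (1254 higher, 197 lower). Across the 4 fits that each left out 1 library it went from 364 to 1577, with 305 to 1314 higher and 59 to 263 lower. Lower genes alone moved with a filter at 5 FPKM (34), with quantile normalization (97) and without predicted transcripts (34). Among alternatives chosen after the values were seen, scaling to *Cd3* genes and *Ptprc* gave 1434 (1408 higher, 26 lower), an epithelial score as a covariate gave 451 (350 higher, 101 lower), and a pseudocount of 0.1 without a filter gave 2964 (2420 higher, 544 lower). With the covariate 77.6% of changed genes were higher against 93.4% without it, and 121 higher and 26 lower genes were shared. The cause was not tested, except for the epithelial RNA weighed elsewhere.

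At an adjusted p under 0.05, 0 genes were called (642 at an unadjusted p under 0.05), against 1019 with the replicate number as a block and 44 with the epithelial covariate. Epithelial RNA in the calls made with the block is weighed elsewhere, and no other cause was tested. The other alternatives with a test also called 0 genes, and leaving out a library gives no test.

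*Kdm6b* kept a negative log2 fold change with the alternatives that keep all 4 libraries, except for a value of 0.12 with the epithelial covariate and of 0.19 when scaled to *Cd3* genes and *Ptprc*, where it stayed below the shifted median of all genes, and it ranged from −0.52 to 0.16 with 1 library left out. The cause was not tested.

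The DNA replication list lost its call with a filter at 5 FPKM (mean −0.064, adjusted p = 0.147), quantile normalization (−0.10, adjusted p = 0.0818), an estimated inter-gene correlation (−0.064, adjusted p = 0.757) and scaling to *Cd3* genes and *Ptprc* (0.32, adjusted p = 0.798). Over its alternatives the adjusted p ranged from 1.95e-05 to 0.798, and the mean from −0.17 to 0.042 with 1 library left out. The NK cell-mediated cytotoxicity list lost its call with an estimated correlation (−0.42, adjusted p = 0.749) and with the epithelial covariate (−0.027, adjusted p = 0.522), over a range of 1.98e-13 to 0.749. With the Reactome set of immunoregulatory interactions in its place the mean was −0.0068 and the call was lost once p was adjusted over the 5 lists (adjusted p = 0.058), but not with the replicate block (adjusted p = 0.0205). With 1 library left out the mean of the NK list ranged from −0.76 to −0.087. The regulatory T cell list lost its call with an estimated correlation (−0.25) and reversed with the covariate (0.28, adjusted p = 0.114). Its mean ranged from −0.66 to 0.17 with 1 library left out, positive without *Kdm6b* F/F-*CD4Cre* replicate 3, and was 0.094 with scaling to *Cd3* genes and *Ptprc*, where the mean of all genes was 0.43. The IEL genes lost their call with an estimated correlation (−1.38, adjusted p = 0.377). The apoptosis list was not called in any alternative, with an adjusted p from 0.215 to 0.992. The cause of these changes was not tested.

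Scaling to *Cd3* genes and *Ptprc* raised the median log2 fold change of all genes to 0.36. It made these values positive, none of them above that median, *Bcl2l1* 0.24, *Fasl* 0.094, *Gapdh* 0.15, *Itga4* 0.27, *Kdm6a* 0.31, *Lig1* 0.15, *Mcl1* 0.22, *Mcm2* 0.0027, *Mcm3* 0.016, *Mcm5* 0.018, *Pcna* 0.23, *Rfc3* 0.12, *Tbx21* 0.33, *Tgfbr1* 0.35 and *Thy1* 0.059. The epithelial covariate reversed *Bcl2l1* 0.082, *Fasl* 0.48, *Hprt* −0.13, *Il2rg* 0.12, *Itga4* 0.90, *Kdm6a* 0.16, *Mcl1* 0.37, *Prf1* 0.19, *Tbx21* 0.55 and *Thy1* 1.34. Of 50 named genes other than *Kdm6b*, 20 passed an adjusted p of 0.05 with the replicate block (15 lower, 5 higher) and 5 with the covariate. None of the 13 named genes with a log2 fold change below −1 had a positive value in any alternative.

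An analysis with DESeq2 that had been listed beforehand was not run, because the values are FPKM and not counts. At a filter of 5 FPKM, 2 named genes had too low values to be tested. Low values of single genes are limited by the depth, which was not taken from read counts, and by the 2 decimals of FPKM.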

Differences from the paper's values

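Here 797 genes had a log2 fold change above 1 or below −1, where the paper's number is 2391. None of the alternatives set before the data were examined closed this gap, and the largest count among them was 1577, without *Kdm6b* F/F-*CD4Cre* replicate 1. Genes higher in the libraries labelled *Kdm6b* F/F-*CD4Cre* numbered 744, where the paper's number is 2033, and none of these alternatives closed that gap either. Lower genes numbered 53, where the paper's number is 358. Without *Kdm6b* F/F-*CD4Cre* replicate 1 there were 263 lower genes, which is within 1.5 times of the paper's, and the other alternatives did not come as near. A pseudocount of 0.1 without a filter, chosen after the values were seen, gave 2964 changed genes and 2420 higher genes, both within 1.5 times of the paper's, and 544 lower genes, which is not.

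The paper calls the changed genes differentially expressed, while 0 genes had an adjusted p under 0.05 in limma here and 642 had an unadjusted p under 0.05. With the replicate number as a block, 1019 genes had an adjusted p under 0.05, and with the epithelial covariate, chosen after the values were seen, 44 had.

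The paper reports that apoptosis genes were enriched. The apoptosis list used here, which is not the paper's, had a mean log2 fold change of 0.04 with an adjusted p of 0.667, and no alternative called it.

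*Bcl2* and *Cd160* are among the lower genes of Fig. 5c. Both were lower in both libraries labelled *Kdm6b* F/F-*CD4Cre*, but their log2 fold changes of −0.61 and −0.56 did not pass −1 and ranged from −0.84 to −0.22 and from −0.65 to −0.17 over the alternatives. With the replicate number as a block, *Ccr9*, *Bcl2*, *Klra5*, *Klra6*, *Klra7*, *Klrd1*, *Klre1* and *Cd160* had an adjusted p under 0.05, *Klrc1* and *Klri1* did not, and with the epithelial covariate *Klra5* had.

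The paper states that Tbx21, Runx3 and Thpok did not differ. *Runx3* was lower in both libraries labelled *Kdm6b* F/F-*CD4Cre*, with a log2 fold change of −0.67 and an adjusted p of 0.755, and of 0.0201 with the replicate block.

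The paper lists *Mcl1* and *Bcl2l1* among genes identified by RNA-seq. Their groups overlapped here, with log2 fold changes of −0.16 and −0.15, and with block adjusted p values of 0.647 and 0.661.

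The paper states that IL-10 (by RT-qPCR), CD8α and CD103 were similar between the groups in these cells. In the RNA-seq libraries *Il10* had a log2 fold change of −1.06, and *Cd8a* and *Itgae* had −0.52 each. With the replicate number as a block limma called *Il10* and *Cd8a* (adjusted p = 0.00701 and 0.0396), and without it none of the 3 genes was called (adjusted p = 0.755 for each). Between *Kdm6b* F/F-*CD4Cre* replicate 1 and *Kdm6b* F/F replicate 3, where epithelial markers are alike, *Il10*, *Cd8a* and *Itgae* differed by 0.14, −0.31 and −0.41. With the epithelial covariate, chosen after the values were seen, they had −0.04, −0.34 and −0.42. The fall of *Il10* was thus not seen in either. The paper reports lower *Fasl*, by RT-qPCR and flow cytometry. In the RNA-seq libraries the *Fasl* values of the groups overlapped, with a log2 fold change of −0.29.

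The paper describes the *Kdm6b* F/F-*CD4Cre* cells as Kdm6b-deficient. It also measured *Kdm6b* by RT-qPCR in sorted TCRαβ+ and TCRγδ+ IELs of both genotypes. Its text reports normal expression in the TCRγδ+ cells and states no value for the TCRαβ+ cells. *Kdm6b* had 18.2 FPKM in the library labelled *Kdm6b* F/F-*CD4Cre* replicate 1, above both *Kdm6b* F/F libraries (16.5 and 16.0 FPKM). The deposited FPKM cover the whole gene, so they do not show which exons were read.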

Other observations

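All tests in this part were chosen only after the results they concern were seen. Directions again refer to the libraries as labelled.

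The fall of *Klr* genes was weighed against technical explanations. Dilution of T cell RNA does not explain it, as the median log2 fold change of the 7 named *Klr* genes was −0.87 after scaling to *Cd3* genes and *Ptprc*. Their median difference between *Kdm6b* F/F-*CD4Cre* replicate 1 and *Kdm6b* F/F replicate 3, where epithelial markers are alike, was −1.0. All 7 were lower there, from −1.96 to −0.56. With the epithelial covariate the mean log2 fold change of the 8 IEL genes, these 7 and *Cd160*, was −1.15, against −1.38 without it. These values go against uneven epithelial RNA as the whole of the fall of these genes, but the paper named them on the same data. That choice can fix the sign of the differences and favours large ones, which weakens the argument. Sharing of reads between paralogs would leave the sum over the *Klra* genes in place, and the sum changed by a log2 value of −1.37, and by −1.82 without *Klra5*, which holds most of it. The sums do not settle how reads were split for a single *Klra* gene and do not cover the other *Klr* genes, so sharing of reads cannot be excluded for these. On chromosome 6, from 128059365 to 131886874, the 23 other genes had a median of 0.11, so the region as a whole did not fall. There 10 of 11 *Klra*, *Klrc*, *Klrd*, *Klre*, *Klrh* and *Klri* genes were lower in both libraries labelled *Kdm6b* F/F-*CD4Cre*, *Klra2* being the exception. The region also holds *Klrb1*, *Klrb1a*, *Klrb1b*, *Klrb1c*, *Klrb1f* and *Klrk1*, which are counted among the 23 other genes. Their groups overlapped, with log2 fold changes from −0.43 to 0.30, so the fall did not extend to all *Klr* genes. *Klra1* and *Klrh1*, chosen after their values were seen, had log2 fold changes of −1.90 and −1.76. A strain variant of the *Klra* cluster in the mice of either genotype could give the same pattern, and FPKM without reads cannot tell it apart from an effect of Kdm6b.

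*Gast* (chromosome 11, 100334407 to 100336997) had the largest negative log2 fold change of the genes tested, −5.18, with 65.4 and 35.6 FPKM in the *Kdm6b* F/F libraries and 0.45 and 0.27 FPKM in those labelled *Kdm6b* F/F-*CD4Cre* (adjusted p = 0.193 from limma, and 1.32e-05 with the replicate block). A general fall of RNA from enteroendocrine cells does not explain it, as only 1 of 12 hormone genes was lower in both libraries labelled *Kdm6b* F/F-*CD4Cre* and 7 were higher. These genes had at most 9.97 FPKM in the *Kdm6b* F/F libraries and need not mark the cells that express *Gast*. A fall of RNA from those cells alone cannot be excluded. The 15 genes within 500000 bases had a median log2 fold change of −0.19, so a change of the whole region does not explain it. *Gast* lies on the same chromosome as *Kdm6b*. No biological explanation was tested.

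*Kdm6b* was not lower in the library labelled *Kdm6b* F/F-*CD4Cre* replicate 1. RNA from epithelial cells is not a likely source, because the library with the most epithelial RNA had the lowest value, 11.1 FPKM. A mislabelled library is hard to weigh, since all 7 named *Klr* genes were below both controls in that library, but these genes were chosen for being lower. *Gast*, BGI_novel_G000317 and BGI_novel_G000279 also place it with the library labelled *Kdm6b* F/F-*CD4Cre* replicate 3. They were chosen under these labels for the size of their difference, so they cannot tell whether it was exchanged with a *Kdm6b* F/F library. Across genes, the correlation of the library labelled *Kdm6b* F/F-*CD4Cre* replicate 1 was 0.97 and 0.958 with *Kdm6b* F/F replicates 3 and 1. It was 0.944 with the library labelled *Kdm6b* F/F-*CD4Cre* replicate 3. Epithelial markers are alike in it and *Kdm6b* F/F replicate 3, so these correlations do not settle the label. These values do not show whether *Kdm6b* was deleted in the mice of that library, so a wrong label cannot be fully excluded.

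The calls made with the replicate number as a block may also carry epithelial RNA. The 886 genes called higher had a median log2 difference of 0.12 between *Kdm6b* F/F-*CD4Cre* replicate 1 and *Kdm6b* F/F replicate 3, where epithelial markers are alike, and of 2.28 between *Kdm6b* F/F-*CD4Cre* replicate 3 and *Kdm6b* F/F replicate 1. The 133 genes called lower had medians of −0.31 and −1.17.

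Of 7 marker genes of conventional CD8αβ T cells, 6 were higher in both replicate 1 libraries than in both replicate 3 libraries, with means of log2(FPKM + 1) of 4.57 and 3.83 in *Kdm6b* F/F replicates 1 and 3 and 4.90 and 2.49 in the libraries labelled *Kdm6b* F/F-*CD4Cre*. The exception was *Cd8b1*, which encodes CD8β, with 0 and 0.9 FPKM in *Kdm6b* F/F replicates 1 and 3 and 1.64 and 0.73 FPKM in those labelled *Kdm6b* F/F-*CD4Cre*. Its values go against CD8αβ T cells as the source in *Kdm6b* F/F replicate 1, so the test cannot tell whether conventional T cells in the sorted cells of replicate 1 explain the pattern. No biological explanation was tested.

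Genes that the paper measured by other assays had these values in the libraries. *Gzmb* had 3378 and 2488 FPKM in the *Kdm6b* F/F libraries and 1515 and 1279 FPKM in those labelled *Kdm6b* F/F-*CD4Cre*, a log2 fold change of −1.06 (adjusted p = 0.755 from limma, with block adjusted p = 0.0024). *Fasl* and *Prf1* had log2 fold changes of −0.29 and −0.46, with overlapping groups. *Fasl* had 134 and 75.4 FPKM in the *Kdm6b* F/F libraries and 116 and 57.4 FPKM in those labelled *Kdm6b* F/F-*CD4Cre*. Limma did not call it (adjusted p = 0.867, with block adjusted p = 0.262). Between *Kdm6b* F/F-*CD4Cre* replicate 1 and *Kdm6b* F/F replicate 3, where epithelial markers are alike, *Fasl* differed by 0.62. *Il10* had 43.8, 19.7, 21.8 and 8.38 FPKM in *Kdm6b* F/F replicates 1 and 3 and *Kdm6b* F/F-*CD4Cre* replicates 1 and 3, a log2 fold change of −1.06. Its groups overlapped, but it was lower within each replicate number (with block adjusted p = 0.00701 from limma, and adjusted p from 0.63 to 0.988 over the alternatives without the block). Its log2 fold change was −0.04 with the epithelial covariate and ranged from −1.70 to −0.42 with 1 library left out. *Itgae*, which encodes CD103, and *Cd8a* had −0.52 each and were lower in both libraries labelled *Kdm6b* F/F-*CD4Cre*, with block adjusted p = 0.0582 and 0.0396 from limma, *Tgfbr1* and *Tgfbr2* had −0.01 and −0.56, and *Il15ra*, *Il2rb* and *Il2rg* had 0.32, −0.46 and −0.42. *Kdm6a* had −0.06, *Itga4* and *Itgb7* had −0.07 and −0.51, *S1pr1* had 0.26, and *Gapdh* and *Hprt* had −0.24 and 0.04. *Pdcd1*, which encodes PD-1, had 30.6 and 30.0 FPKM in the *Kdm6b* F/F libraries and 29.3 and 10.7 FPKM in those labelled *Kdm6b* F/F-*CD4Cre*. Its log2 fold change was −0.74 (with block adjusted p = 0.1345 from limma), where the paper reports similar PD-1. *Cd69* and *Thy1* had 0.13 and −0.24 with overlapping groups, where the paper reports similar CD69 and more Thy1.2+ cells.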
